# SHMT2 reduces fatty liver but is necessary for liver inflammation and fibrosis in mice

**DOI:** 10.1038/s42003-024-05861-y

**Published:** 2024-02-12

**Authors:** Guohua Chen, Guoli Zhou, Lidong Zhai, Xun Bao, Nivedita Tiwari, Jing Li, Emilio Mottillo, Jian Wang

**Keywords:** Metabolic syndrome, Molecular medicine

## Abstract

Non-alcoholic fatty liver disease is associated with an irregular serine metabolism. Serine hydroxymethyltransferase 2 (SHMT2) is a liver enzyme that breaks down serine into glycine and one-carbon (1C) units critical for liver methylation reactions and overall health. However, the contribution of SHMT2 to hepatic 1C homeostasis and biological functions has yet to be defined in genetically modified animal models. We created a mouse strain with targeted *SHMT2* knockout in hepatocytes to investigate this. The absence of *SHMT2* increased serine and glycine levels in circulation, decreased liver methylation potential, and increased susceptibility to fatty liver disease. Interestingly, *SHMT2*-deficient mice developed simultaneous fatty liver, but when fed a diet high in fat, fructose, and cholesterol, they had significantly less inflammation and fibrosis. This study highlights the critical role of SHMT2 in maintaining hepatic 1C homeostasis and its stage-specific functions in the pathogenesis of NAFLD.

## Abstract (web summary)

Mouse genetics indicates that serine hydroxymethyltransferase 2 maintains hepatic methylation potential and plays stage-specific roles in the pathogenesis of non-alcoholic fatty liver disease.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is a significant health issue that affects around a quarter of the global population. This condition is progressive and includes hepatic steatosis, steatohepatitis, liver fibrosis/cirrhosis, and hepatocellular carcinoma, which can be life-threatening. Despite the high prevalence of NAFLD, no approved treatments are available, highlighting the urgency for more research and development in this field^1,2^.

NAFLD can arise from impaired one-carbon (1C) metabolism, a metabolic process that involves the transfer of bioactive methyl groups (1C units) via pathways such as the folate and methionine cycles^3,4^. These methyl groups play a vital role in producing essential metabolic intermediates, including nucleotides and phospholipids, and participate in gene regulation^5^. Recent research on patients and mice has demonstrated that maintaining proper hepatic methylation potential, as determined by the concentration of the main 1C metabolite S-adenosylmethionine (SAM), is crucial for preventing NAFLD. SAM-dependent phosphatidylcholine (PC) synthesis is pivotal for upholding the integrity of the phospholipid metabolome. This, in turn, either supports the assembly of very low-density lipoprotein (VLDL), which promotes hepatic triglyceride (TG) disposal, or prevents endoplasmic reticulum (ER) stress, thereby reducing the risk of hepatocyte de novo lipogenesis (DNL) hyperactivation. Ultimately, this process helps reduce the risk of hepatic fat accumulation and NAFLD progression^6–9^.

Serine is the primary supplier of 1C units in the human body, and isotopic tracing has shown that almost all methyl groups used to replenish the SAM 1C pool are derived from this amino acid^10^. Studies indicate that individuals with NAFLD and metabolic syndrome (MetS) tend to have lower levels of serine and glycine in circulation^11,12^. These two amino acids have been suggested as promising biomarkers for diagnosing NAFLD and guiding nutritional interventions^12–15^. The enzyme serine hydroxymethyltransferase (SHMT) breaks down serine into glycine, producing 1C for methylating folate in the folate cycle^16^. The methylated folate species supports the methionine cycle, which produces SAM. Systems biology modeling suggests that NAFLD may be caused by a deficiency in serine and reduced SHMT activity^17^.

Mammals have two SHMT paralogs: cytosolic SHMT1 and mitochondrial SHMT2^18^. While the global *SHMT1* knockout mouse model has been observed to be healthy, fertile, and viable with elevated hepatic SAM levels, indicating that *SHMT1* may not be necessary to maintain the 1C pool^19^, the whole-body *SHMT2* deletion leads to embryonic lethality, indicating its crucial role^20,21^. However, global *SHMT2* knockout is unsuitable for simulating metabolic diseases that usually impact adults. It is yet to be defined how the critical serine-catabolic enzyme SHMT2 regulates 1C homeostasis and contributes to metabolic health in adult animals.

We have modeled hepatic *SHMT2* deletion in mice, which survives embryonic development. Our research has revealed the crucial role of *SHMT2* in maintaining hepatic methylation potential in adult animals. We have further discovered that SHMT2 has a nonlinear function in NAFLD: inhibiting hepatic steatosis but supporting liver fibrosis development. These results have established the pivotal role of SHMT2 in regulating hepatic 1C levels while uncovering its potential therapeutic values against NAFLD at various stages.

## Results

### SHMT2 is essential for maintaining hepatic methylation potential

In mice, whole-body deletion of *SHMT2* causes embryonic lethality due to faulty fetal hematopoiesis in embryonic liver^22^, making it impossible to assess adult phenotypes. To address this, we created a floxed *SHMT2* mouse allele (SHMT2^fl/fl^) with two loxP sites spanning exons 3–12, allowing for conditional targeting by lox/Cre recombination (Fig. S1a). Next, we crossbred this allele with the Albumin-Cre allele^23^ to specifically target the hepatocytes in the liver. Successful recombination at the *SHMT2* locus was confirmed by PCR-based mouse genotyping (Fig. S1b). The liver is a vital metabolic organ that expresses a significant amount of SHMT2^24^. The resulting mouse strain has been named SHMT2^HKO^. Mice possessing homozygous SHMT2^HKO^ genes exhibited no discernible abnormalities at birth and were capable of reproduction. Compared to the SHMT2^fl/fl^ control, their liver SHMT2 protein levels decreased by approximately 50% at birth, continued to decrease to about 30% at weaning, and were almost undetectable in adulthood (Fig. 1a). Throughout the process of liver development, there is a notable increase in the number of hepatocytes while the number of non-parenchymal cells (NPCs) gradually decreases after birth^25^. This observation suggests that targeting hepatocyte *SHMT2* in SHMT2^HKO^ mice was successful, without affecting SHMT2 expression in NPCs.

**Fig. 1:**
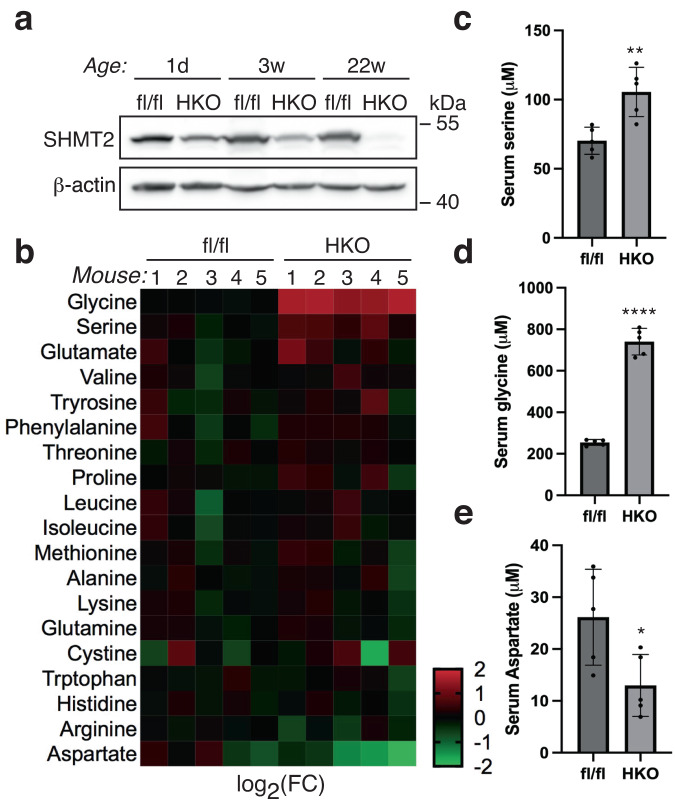
The deletion of *SHMT2* in the liver significantly elevates the levels of glycine in circulation. **a** SHMT2 protein levels were tested in the *SHMT2*-deficient (HKO) and control (fl/fl) mice liver at specific times using Western blotting. **b** The heatmap shows amino acid expression in control and *SHMT2*-deficient mice. **c**–**e** Bar graphs illustrate the variation in circulating amino acid levels between *SHMT2*-deficient and control mice. (Mean ± SD; *p < 0.05, **p < 0.01, ****p < 0.0001; *t*-test).

We examined the role of the SHMT2 enzyme in the breakdown of the serine amino acid, which results in the production of glycine. To do this, we fed SHMT2^HKO^ mice a chow diet until they were 22 weeks old and then analyzed their circulating amino acid profiles. Our findings showed significant changes in the levels of serine, glycine, and aspartate in the SHMT2^HKO^ mice (Fig. 1b–e). We found that the absence of *SHMT2* increased the levels of serine in the bloodstream, indicating a decrease in hepatic serine catabolic activity. Interestingly, the SHMT2^HKO^ mice had three times more serum glycine levels than the control mice, which cannot solely be attributed to the expected decrease in glycine production. Additionally, deleting hepatic *SHMT2* led to lowered serine levels and elevated glycine levels in the liver (Fig. 2a, b). These findings suggest that deleting hepatic *SHMT2* has metabolic impacts beyond the breakdown of serine and the production of glycine in intact animals.

**Fig. 2:**
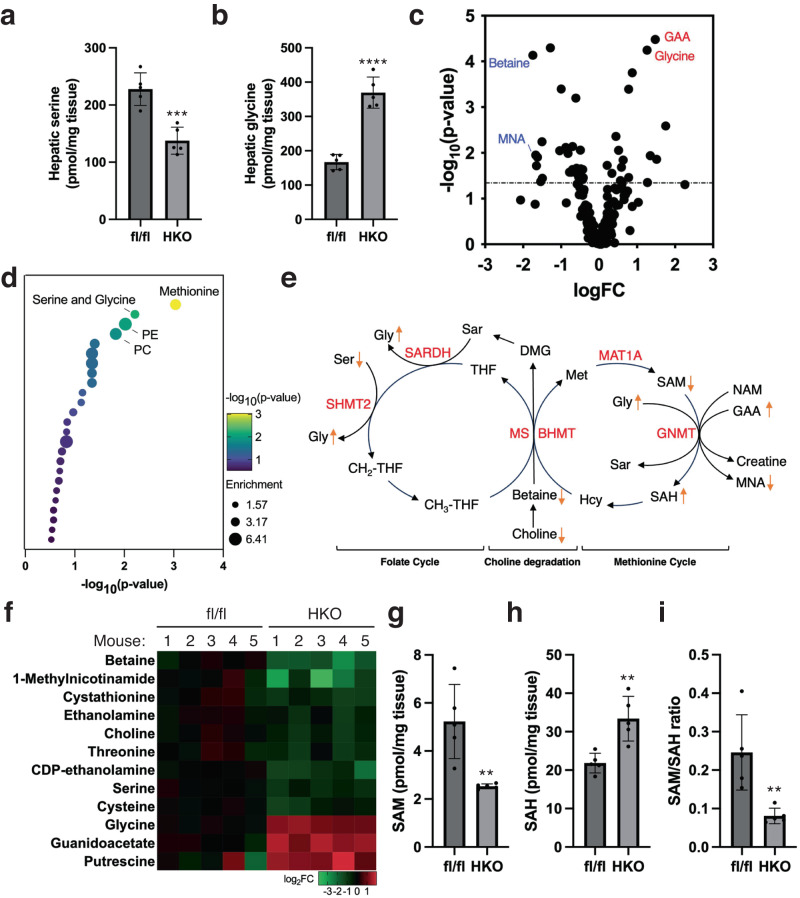
*SHMT2* deficiency reduces liver methylation potential. **a**, **b** Bar graphs illustrate serine and glycine levels in the livers of *SHMT2*-deficient (HKO) and control (fl/fl) mice. (Mean ± SD; ***p < 0.001, ****p < 0.0001; *t*-test). **c** Comparison of metabolite levels in mouse livers (HKO vs. fl/fl) shown on a volcano plot. **d** Bubble plot showing enriched pathways of differentially expressed metabolites in mouse livers (HKO vs. fl/fl). **e** A cartoon diagram showing the mapping of 1C DEMs in the folate, methionine cycles, and choline degradation pathways. Ser serine, Gly glycine, Sar sarcosine, DMG dimethylglycine, THF tetrahydrofolate, CH_2_-THF methylene tetrahydrofolate, CH_3_-THF methyl tetrahydrofolate, Met methionine, Hcy homocysteine, SAM S-adenosylmethionine, SAH S-adenosylhomocysteine, NAM nicotinamide, MNA 1-methylnicotinamide, GAA guanidinoacetate, SHMT2 serine hydroxymethyltransferase 2, SARDH sarcosine dehydrogenase, MS methionine synthase, BHMT betaine homocysteine methyltransferase, MAT1A methionine adenosyltransferase 1A, GNMT glycine N-methyltransferase. **f** The heatmap shows the DEM levels of the methionine, serine and glycine, PE and PC pathways in mouse livers. **g**–**i** Liver SAM and SAH levels were analyzed to assess hepatic methylation potential in HKO and fl/fl mice. (Mean ± SD; **p < 0.01; *t*-test).

We conducted targeted metabolomics analysis of liver metabolites to evaluate the metabolic reprogramming that occurs with the deletion of hepatic *SHMT2*. We identified 48 metabolites that were differentially expressed (DEM) out of 188 metabolites analyzed, with a cutoff of *p* < 0.05 and FDR < 0.20 (Fig. 2c, Supplementary Data 1, 2). Pathway enrichment analysis showed that the DEMs were mainly localized within the top pathways of the methionine metabolism, serine and glycine metabolism, phosphatidylethanolamine (PE) biosynthesis, and phosphatidylcholine (PC) biosynthesis, which are crucial components of the 1C metabolic process and the related biogenesis of phospholipids (Fig. 2d). In the liver of SHMT2^HKO^ mice, we observed a distinct pattern of metabolite expression, where the levels of 1C-donating metabolites, including serine, choline, betaine, and 1-methyl nicotinamide (1-MNA), decreased, and the levels of 1C-recipient metabolites, including glycine, guanidinoacetate (GAA), and putrescine, increased (Fig. 2e, f). These findings suggest that the deletion of *SHMT2* has led to a hepatic 1C deficiency. We also measured the levels of SAM and S-adenosyl homocysteine (SAH), which indicates methylation potential^26^. We found that SHMT2^HKO^ mice had decreased SAM levels and increased SAH levels in the liver, resulting in a significant decline in the SAM/SAH ratio (Fig. 2g–i). These results highlight the critical role of *SHMT2* in maintaining the liver’s 1C pool and methylation potential, even if other pathways can also supply 1C units in hepatocytes (Refer to pathway diagram in Fig. 2e).

Glycine plays a crucial role in the formation of glutathione, which is the primary antioxidant of the body. We observed that SHMT2^HKO^ mice showed a significant increase in glycine levels in their liver and bloodstream. This led us to investigate whether it affected the glutathione concentration in the liver. However, we found no significant change in hepatic glutathione abundance due to *SHMT2* deletion (Fig. S2).

### The absence of *SHMT2* leads to the development of simultaneous fatty liver

As reduced liver methylation capacity increases susceptibility to NAFLD, we examined if lack of *SHMT2* impacts liver pathogenesis. We observed SHMT2^HKO^ mice under chow-diet-feeding conditions for up to 22 weeks. After analyzing their growth kinetics, we found that the absence of *SHMT2* did not cause significant changes in body weight or body composition (Fig. 3a, b). *SHMT2* knockout animals displayed no differences in glycemia, glucose tolerance, insulin sensitivity, circulating triglyceride (TG), or total cholesterol (TC) levels compared to the control group (Fig. 3c–e). On the other hand, the deletion of *SHMT2* significantly increased hepatic levels of TG and TC and circulating alanine aminotransaminase (ALT) levels (Fig. 3f, g). Histological analysis and Oil Red O staining consistently showed that the abundance and size of liver lipid droplets significantly increased with *SHMT2* deletion (Fig. 3h). Our findings suggest that *SHMT2* prevents hepatic steatosis and protects the liver from steatosis damage in mice under chow-fed conditions.

**Fig. 3:**
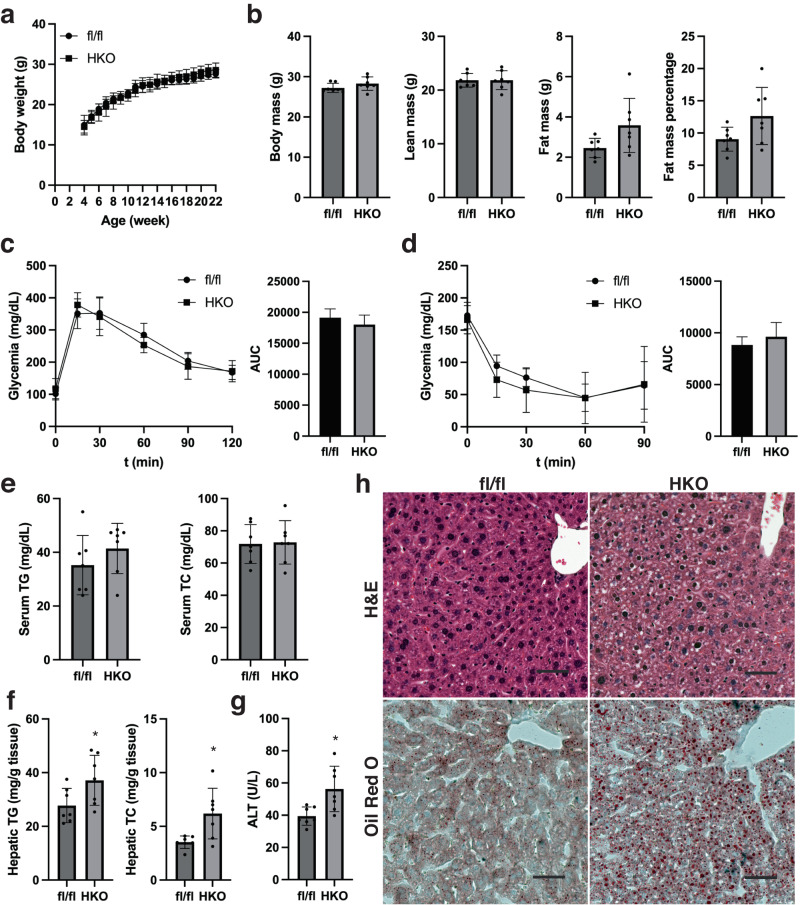
The development of hepatic steatosis occurs concomitantly with the deficiency of SHMT2. **a** Growth kinetics of *SHMT2*-deficient (HKO) and control (fl/fl) mice. **b** Body composition of 22-week-old mice was measured using Eco-MRI during harvesting. **c** The glucose intolerance test was conducted when the subject reached 18 weeks of age (*n* = 7). **d** The insulin sensitivity test was conducted when the subject reached 20 weeks of age (*n* = 6). **e** Measuring the levels of total triacylglycerol (TG) and total cholesterol (TC) in circulation. **f** Levels of TG and TC in the liver. (Mean ± SD; *p < 0.05; *t*-test). **g** Levels of ALT in circulation (Mean ± SD; *p < 0.05; *t*-test). **h** The mouse liver sections were stained using H&E (top) and Oil Red O (bottom). Scale bar: 100 μm.

### The absence of *SHMT2* worsens hepatic steatosis caused by an over-nutritious diet, but it lessens inflammation and fibrosis in the liver

Overnutrition is known to exacerbate NAFLD. To investigate the effects of NAFLD progression in rodents, the AMLN diet, which is high in fat, fructose, and cholesterol, is commonly utilized^27,28^. In this study, SHMT2^HKO^ mice were switched from their regular diet to the AMLN diet at four weeks of age and were harvested at 22 weeks of age, following 18 weeks on the AMLN diet. The SHMT2^HKO^ mice on the AMLN diet demonstrated increased fat mass, resulting in higher body weight compared to the control group (Fig. 4a). Biochemical analyses revealed that these mice had elevated levels of circulating and hepatic TG and TC (Fig. 4b, c). Additionally, they exhibited increased fasting glycemia and more severe glucose disposal impairment and insulin insensitivity after 14 and 16 weeks of exposure to the AMLN diet (Fig. 4d, e). Liver histological analysis indicated that SHMT2^HKO^ mice had increased lipid droplet deposition in hepatocytes, mainly exhibiting excessive microvesicular steatosis in the pericentral zone, resulting in higher steatosis grading compared to the control (Fig. 4f, g). However, the SHMT2^HKO^ mice demonstrated significantly reduced lobular inflammation and pericellular fibrosis, leading to a significant decrease in inflammation and fibrosis pathological grading compared to the control group (Fig. 4f, g). The SHMT2^HKO^ mice exhibited a notable increase in the levels of circulating ALT (Fig. 4h). We concluded that *SHMT2* deletion in hepatocytes worsens liver steatosis and injury but reduces inflammation and fibrosis in the AMLN diet treatment.

**Fig. 4:**
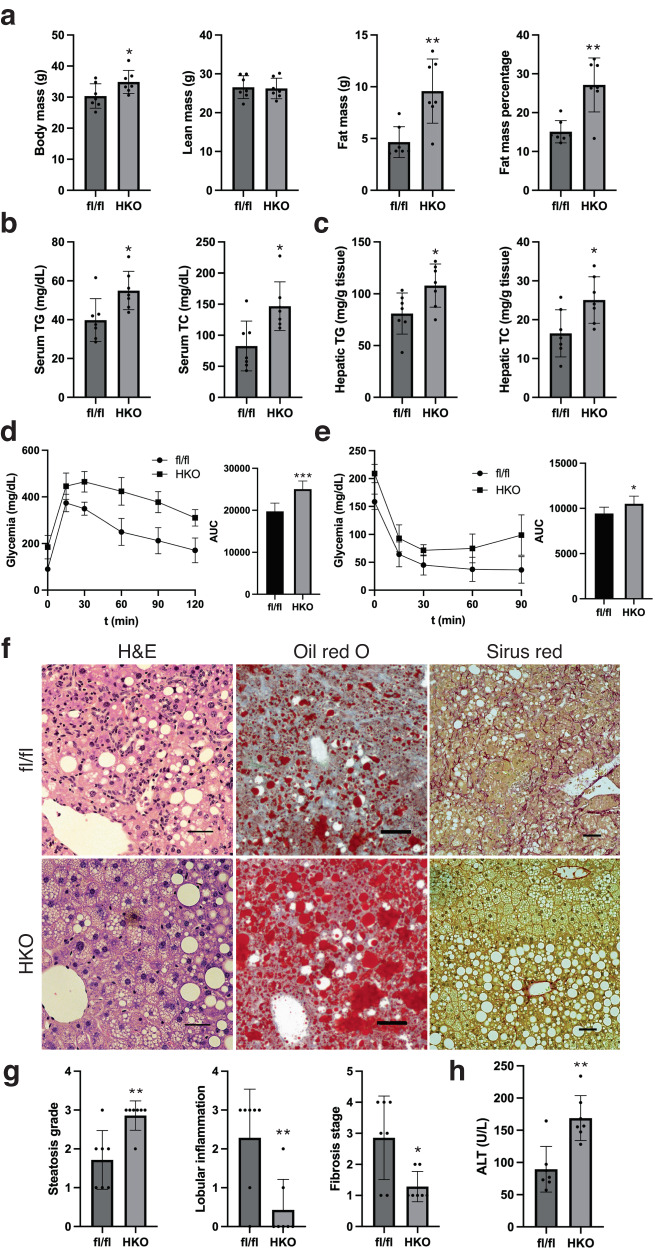
SHMT2 deficiency worsens fatty liver but improves AMLN diet response by reducing inflammation and fibrosis. **a** Eco-MRI measured HKO and fl/fl mice’s body composition after 18 weeks on AMLN diet at 22 weeks old (Mean ± SD; *p < 0.05, **p < 0.01; *t*-test). **b** The levels of total triacylglycerol (TG) and total cholesterol (TC) in mouse circulation after 18 weeks on AMLN diet. (Mean ± SD; *p < 0.05; *t*-test). **c** The levels of TG and TC in mouse livers after 18 weeks on AMLN diet. (Mean ± SD; *p < 0.05; *t*-test). **d** Glucose tolerance test conducted on mice after 14 weeks on AMLN diet (Mean ± SD; *n* = 6; ***p < 0.001; *t*-test). **e** Insulin sensitivity test conducted on mice after 16 weeks on AMLN diet. (Mean ± SD; *n* = 6; *p < 0.5; *t*-test). **f** H&E (left), Oil Red O (middle), and Sirius Red (Right) staining of mouse liver sections after 18 weeks on AMLN diet. Scale bar: 100 μm. **g** Pathological grading of liver steatosis (left), lobular inflammation (middle), and fibrosis (right). (Mean ± SD; *p < 0.05, **p < 0.01; *t*-test). **h** Levels of ALT in circulation (Mean ± SD; **p < 0.01; *t*-test).

### The deletion of *SHMT2* does not have a discernible impact on the expression of hepatic electron transport chain proteins

The proper oxidation of mitochondria is crucial in disposing of fatty acids and preventing NAFLD. Previous research has indicated that SHMT2 is critical in maintaining electron transport chain (ETC) protein expression and mitochondrial respiration in murine embryonic fibroblasts and human HEK293 cells^22,29–31^. However, upon studying SHMT2^HKO^ mice livers under chow-fed conditions, Western blotting analysis revealed that the protein markers for each respiratory complex were expressed at similar levels in comparison to control mice (Fig. 5a). We isolated primary hepatocytes from mice. Western blot analysis confirmed the complete absence of SHMT2 protein in hepatocytes from SHMT2^HKO^ mice (Fig. 5b, top). Furthermore, Seahorse respirometry analysis conducted on the primary mouse hepatocytes demonstrated that the *SHMT2* knockout had minimal impact on basal and maximal cellular oxygen consumption (Fig. 5b, bottom). After the *SHMT2* gene was deleted, the AML12 mouse hepatocyte cell line produced similar results (Fig. S3). Therefore, it can be concluded that SHMT2 is not essential for the mitochondrial respiration of mouse hepatocytes.

**Fig. 5:**
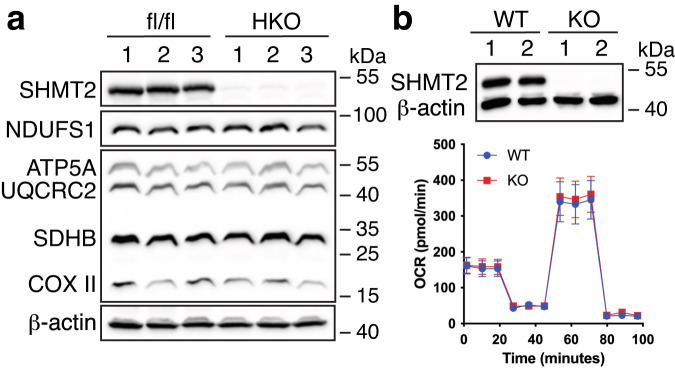
The deletion of *SHMT2* does not impact the expression of ETC proteins in hepatocytes. **a** Western blotting measures each ETC complex’s protein levels in the livers of *SHMT2*-deficient (HKO) and control (fl/fl) mice. The individual complex markers were NDUFS1 (complex I), SDHB (complex II), UQCRC2 (complex III), COX II (complex IV), and ATP5A (complex V). **b** Top panel: Western blotting confirms *SHMT2* knockout in primary hepatocytes. Bottom panel: respirometry analysis for the *SHMT2* knockout (KO) and wild-type (WT) primary hepatocytes (*n* = 11).

### Transcriptomics profiling shows that deleting *SHMT2* promotes the expression of the DNL pathway while reducing inflammation and fibrosis pathways in the diet-induced NAFLD model

Using RNAseq, we analyzed the liver transcriptome to explore how *SHMT2* affects the progress of diet-induced NAFLD in mice. 

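Liver RNA was sequenced from 3 SHMT2 fl/fl mice, which carry the floxed gene without Cre, and 3 SHMT2 HKO mice, which lack it in hepatocytes. All 6 mice had been fed the AMLN diet, which is rich in fat, fructose and cholesterol, from 4 weeks of age for 18 weeks. The deposited labels call the groups WT and KO, which were read as SHMT2 fl/fl and SHMT2 HKO because the legend of Fig. S2 equates wild-type with floxed controls. The authors prepared libraries with the NEBNext Ultra kit and sequenced them as read pairs on an Illumina HiSeq instrument. They trimmed the reads with Trimmomatic, aligned them with STAR to the mouse genome GRCm38 together with the ERCC sequences, and counted unique hits on each gene. The deposited values are these counts, without normalization. The paper's text does not name the counting program, the use of the strand, or the handling of reads over overlapping genes.
The table lists 49671 genes and 92 ERCC spike-in RNAs, which are synthetic transcripts added to each sample in set amounts. Counts on genes summed to 33954714, 23090837 and 34089722 in SHMT2 fl/fl mice 1, 2 and 3 (median 33954714), and to 29092690, 24641842 and 25848326 in SHMT2 HKO mice 1, 2 and 3 (median 25848326). The paper states that each sample had more than 25 M mapped reads, while the values given here rest on the counts assigned to genes. The ERCC RNAs held 1.58% ± 0.228 (SD, n = 3 mice) of all counts in SHMT2 fl/fl mice and 2.14% ± 0.718 (SD, n = 3) in SHMT2 HKO mice, which did not separate the genotypes (exact permutation test, two-sided, p = 0.4). Mitochondrially encoded transcripts held 3.48% ± 0.206 (SD, n = 3) of gene counts in SHMT2 fl/fl mice and 4.63% ± 0.336 (SD, n = 3) in SHMT2 HKO mice (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow).
For the comparison of genotypes, genes with too few counts were removed with edgeR's filterByExpr, which left 16089 genes. Counts were scaled by edgeR's TMM method and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 16089 genes. The paper used edgeR's normalization followed by limma-voom and kept genes with a p-value under 0.05 and an adjusted p-value under 0.25. The TMM factors lay between 1.13 and 1.21 in SHMT2 fl/fl mice and between 0.802 and 0.984 in SHMT2 HKO mice, so the scaling enters every fold change. Without TMM, the log2 fold change of the median gene moved by -0.42. Every pair of samples of the same genotype differed by more than the sampling noise, with a chi-square statistic per gene between 25.9 and 155, and all 6 were counted as separate samples. In a principal component analysis of log2 CPM (counts scaled to the size of each library), the first component held 64.8% of the variance and separated the genotypes. The second held 19.4% and separated SHMT2 HKO mouse 1 from SHMT2 HKO mice 2 and 3.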

We discovered a list of genes with varying expression levels between SHMT2^HKO^ and control mice when fed an AMLN diet (Supplementary Data 3, 4). 

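The targeted gene, *Shmt2* (ENSMUSG00000025403), lies on the minus strand of chromosome 10 of GRCm38 from 127517123 to 127522444. Its counts were 3866, 2897 and 3600 in SHMT2 fl/fl mice 1, 2 and 3 and 587, 558 and 491 in SHMT2 HKO mice 1, 2 and 3. After TMM normalization, this came to 99.2 ± 8.51 CPM (SD, n = 3 mice) in SHMT2 fl/fl livers and 24.2 ± 4.51 (SD, n = 3) in SHMT2 HKO livers. The log2 fold change was -2.04 (standard error 0.16, adjusted p = 0.000639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each SHMT2 HKO mouse had a lower value than each SHMT2 fl/fl mouse (exact permutation test, two-sided, p = 0.1). With each mouse left out in turn, the log2 fold change stayed between -2.16 and -1.92. Scaling to the ERCC RNAs, an alternative chosen after seeing the data, moved it most, to -2.82. *Shmt2* overlaps its neighbor *Ndufa4l2* by 32 bp, where the assignment of reads is not stated.

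**Figure D1:**
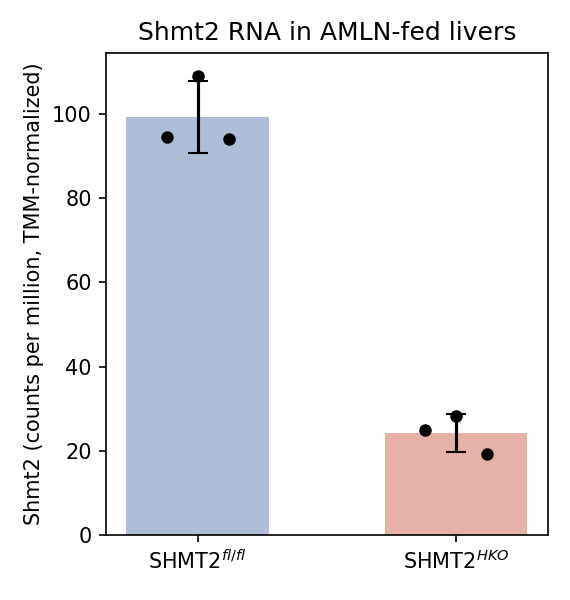
*Shmt2* RNA in AMLN-fed livers, in CPM after TMM normalization. Bars show the mean of 3 mice, error bars the SD and points the single mice. The SHMT2 fl/fl mice average 99.2 and the SHMT2 HKO mice 24.2, with no overlap.

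At the cutoff of the paper's methods, 6654 of 16089 genes differed between genotypes, 3143 higher and 3511 lower in SHMT2 HKO livers. An adjusted p-value under 0.05 was reached by 4663 genes, 2012 higher and 2651 lower. With an absolute log2 fold change over 0.58 added to the cutoff of the methods, 4790 genes remained, 1764 higher and 3026 lower. For 7547 genes (46.9%) the values of the genotypes did not overlap, where chance gives 10%. The number with an adjusted p-value under 0.05 fell to 2866 with ERCC scaling, and to 2426 when SHMT2 fl/fl mouse 3 was left out. Supplementary Data 3 and 4 of the paper list 17155 and 4586 genes. The first 1996 of each were read here, and no overlap with them was tested.
Among genes with an adjusted p-value under 0.05, a mean of at least 1 log2 CPM and no overlap between genotypes, the 5 with the largest increase were *Mup7*, *Mup17*, *Mup15*, *Hsd3b5* and *Mup11*. *Mup7* (chromosome 4, 60066469 to 60070475) had a log2 fold change of 8.18 (standard error 1.75, adjusted p = 0.0162 from the same test). This size came mainly from SHMT2 HKO mouse 1, with 2250 CPM against 136 and 43.3 in SHMT2 HKO mice 2 and 3, and was 4.99 without that mouse. When 1 SHMT2 fl/fl mouse was left out, its adjusted p-value rose up to 0.0793, and over all alternatives it ranged from 1.38e-07 to 0.0995. The *Mup* genes are near-identical paralogs between which the authors' counting could split reads, so the value of any single member is uncertain. *Hsd3b5* (chromosome 3, 98618634 to 98630252) reached 165, 2.94 and 5.63 CPM in SHMT2 HKO mice 1, 2 and 3. Its log2 fold change was 7.19 (standard error 1.90, adjusted p = 0.032), and 3.44 without SHMT2 HKO mouse 1. With limma-voom in place of edgeR's test, its adjusted p-value was 0.173, and it rose up to 0.116 when 1 SHMT2 fl/fl mouse was left out of edgeR's test. Over all alternatives it ranged from 4.11e-11 to 0.173. *Mup17*, *Mup15* and *Mup11* had log2 fold changes of 7.97, 7.35 and 6.61, which were 5.05, 5.01 and 3.62 without SHMT2 HKO mouse 1, and each also lost its call without 1 or more of the SHMT2 fl/fl mice. The 5 genes with the largest decrease were *Gabrp*, *Mmp7*, *Cpxm2*, *Cbx3-ps8* and *Fbn2*. *Gabrp* (chromosome 11, 33550781 to 33578959) fell by 5.02 on the log2 scale (standard error 0.56, adjusted p = 0.00125 from the same test). *Mmp7* (chromosome 9, 7692090 to 7699585), a matrix metalloproteinase, went from 72.3 ± 30.7 (SD, n = 3) to 2.54 ± 1.12 (SD, n = 3) CPM, and fell by 4.81 on the log2 scale (standard error 0.42). *Cpxm2* and *Fbn2* fell by 4.69 and 4.59 on the log2 scale. *Cbx3-ps8* is annotated as a processed pseudogene, whose reads can belong to its parent gene, and its log2 fold change was -4.64.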

Gene set enrichment analysis (GSEA) showed that upregulated genes were highly enriched in lipogenesis pathways, while downregulated genes were highly enriched in the inflammatory response and extracellular matrix remodeling pathways (Fig. 6a–c). 

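For the tests of gene lists, the 16089 genes were ranked by the t statistic of log2 CPM between genotypes, and each list was compared with 10000 permutations of the genes by fgsea, with Benjamini-Hochberg adjustment over 34 lists. The paper used the WikiPathways sets, which were not used here. The fatty acid biosynthesis and inflammatory response lists are the genes shown in Fig. 6c, which the paper's legend calls DEGs of these livers, so their enrichment is not independent evidence. The cholesterol, β-oxidation, oxidative phosphorylation and metalloproteinase lists were compiled by hand, after the paper's supplementary tables had been read.
The 21 fatty acid biosynthesis genes were enriched among genes higher in SHMT2 HKO livers, with a normalized enrichment score (NES) of 2.45 and an adjusted permutation p of 0.000956, the smallest adjusted p reached by any of the 34 lists. Their median log2 fold change was 0.83. The 20 cholesterol biosynthesis genes had an NES of 2.11 at the same adjusted permutation p and a median log2 fold change of 1.16. The 18 genes of mitochondrial fatty acid β-oxidation, 4 of which are also shown in Fig. 6c, had an NES of 2.44 and a median of 0.67. The 78 nuclear genes of oxidative phosphorylation had an NES of 2.75 (adjusted permutation p = 0.00115) and a median of 0.59. The 26 inflammatory response genes were enriched among genes lower in SHMT2 HKO livers, with an NES of -2.16 (adjusted permutation p = 0.000956) and a median log2 fold change of -1.21. Its 14 immune genes had an NES of -1.97 (adjusted permutation p = 0.00148) and its 12 extracellular matrix genes an NES of -1.74 (adjusted permutation p = 0.0178). The matrix genes passed the threshold less firmly, with an adjusted permutation p of 0.0824 when SHMT2 HKO mouse 2 was left out and 0.0703 with a floor on each group's SD. Over all alternatives it ranged from 0.00107 to 0.0824. For the 20 matrix metalloproteinase and TIMP genes, the NES was -2.08 (adjusted permutation p = 0.000956) and the median -1.18. In each of these lists, the median of each of the 3 SHMT2 HKO mice lay beyond that of each SHMT2 fl/fl mouse.
Of single genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the cholesterol list held 15 higher in SHMT2 HKO livers, the β-oxidation list 16 higher, the nuclear oxidative phosphorylation list 34 higher and 1 lower, and the metalloproteinase list 10 lower. Adjusted over the list alone, these numbers were 18, 18, 65 and 11.

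**Figure D2:**
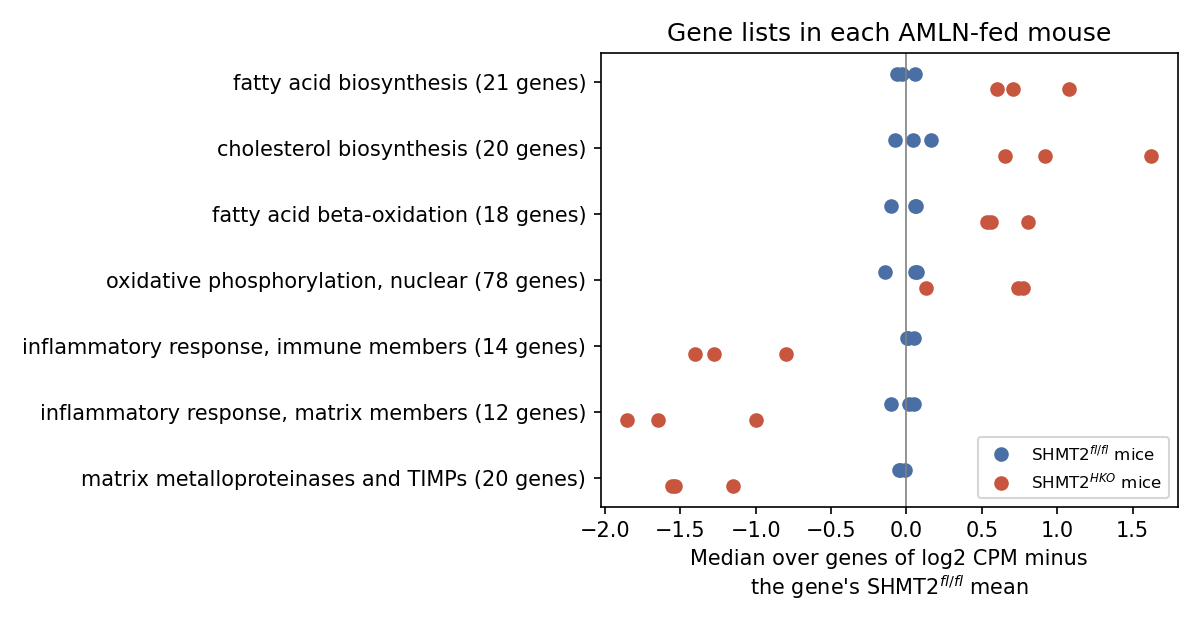
Each point is 1 mouse and gives, for the gene list named at the left, the median over genes of log2 CPM minus that gene's SHMT2 fl/fl mean. The SHMT2 HKO mice lie between 0.60 and 1.08 for fatty acid biosynthesis and between -1.40 and -0.80 for the immune genes of the inflammatory response.

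The NES of the fatty acid biosynthesis list moved furthest without SHMT2 HKO mouse 3, to 1.90, and that of the inflammatory response list without TMM, to -1.64. For the metalloproteinase list it moved furthest with the floor on each group's SD, to -1.52, and for the cholesterol list with ERCC scaling, to 3.71. The scaling also moved the medians. Without TMM, the median of the fatty acid biosynthesis list was 0.39 against a shift of -0.42 in the median of all genes. With ERCC scaling, the median of the fatty acid biosynthesis list was 0.0528 and that of the nuclear oxidative phosphorylation list -0.25, against a shift of -0.72 in the median of all genes. All of the lists named here were also called by camera with a correlation of 0.01 between genes. The rotation test fry called them too, apart from the nuclear oxidative phosphorylation list (adjusted p = 0.072).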

Our qRT-PCR analyses revealed that the AMLN diet decreased the hepatic expression of de novo lipogenesis (DNL) genes in SHMT2^fl/fl^ control mice, except for *Scd1*. However, this decrease was not present in SHMT2^HKO^ mice. Furthermore, SHMT2^fl/fl^ mice exhibited elevated hepatic *Scd1* expression responsive to the AMLN diet, which was even more pronounced in SHMT2^HKO^ mice (Fig. 6d). Western blotting confirmed the upregulated hepatic protein expression of DNL genes in SHMT2^HKO^ mice under AMLN diet feeding (Fig. 6e). Conversely, the AMLN diet significantly increased the expression of hepatic inflammatory and fibrotic genes in SHMT2^fl/fl^ mice, but this was significantly reduced by hepatic *SHMT2* deletion (Fig. 6f, g). These findings suggest that SHMT2 plays a crucial role in suppressing genes involved in de novo lipogenesis, while promoting inflammation and fibrosis pathways in a diet-induced model of NAFLD.

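The RNA-seq samples are all from AMLN-fed mice, so they bear on the difference between genotypes on this diet. Of the 5 lipogenesis genes in Fig. 6d, *Fasn* rose from 302 ± 19.5 CPM (SD, n = 3 mice) in SHMT2 fl/fl livers to 911 ± 474 (SD, n = 3) in SHMT2 HKO livers, a log2 fold change of 1.59 (standard error 0.37, adjusted p = 0.0152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Acly* rose from 108 ± 4.31 to 323 ± 155 CPM (log2 fold change 1.58, adjusted p = 0.00749). *Scd1* was the most abundant, with 11814 ± 1171 CPM in SHMT2 fl/fl and 29095 ± 15068 in SHMT2 HKO livers (log2 fold change 1.30, adjusted p = 0.0295). The smallest change was that of *Acaca*, which encodes ACC1, at 0.66 (adjusted p = 0.0242). *Acaca* was unchanged with ERCC scaling, with a log2 fold change of -0.0153. *Acacb* had the largest change of the 5. The SD of SHMT2 HKO mice exceeded that of SHMT2 fl/fl mice for each of these genes. Each SHMT2 HKO mouse had a higher value than each SHMT2 fl/fl mouse for all 5 genes, and SHMT2 HKO mouse 2 had the highest. Without SHMT2 HKO mouse 2, the log2 fold change was 0.81 for *Scd1* (adjusted p = 0.0726) and 0.52 for *Acaca* (adjusted p = 0.0772). When any single SHMT2 fl/fl mouse was left out, *Fasn*, *Scd1* and *Acaca* no longer reached an adjusted p-value of 0.05, with values up to 0.0628, 0.107 and 0.0896. Over all alternatives tried, the adjusted p-values ranged from 2.26e-05 to 0.130 for *Fasn*, from 1.22e-06 to 0.231 for *Acly*, from 0.000313 to 0.310 for *Scd1* and from 0.00287 to 0.982 for *Acaca*, each highest with ERCC scaling.
Of the 4 fibrotic genes in Fig. 6g, *Col3a1* went from 454 ± 34.0 (SD, n = 3) to 138 ± 80.1 (SD, n = 3) CPM, a log2 fold change of -1.72 (adjusted p = 0.012). *Col1a1* fell by 1.86 on the log2 scale (adjusted p = 0.0167) and *Timp1* by 1.73 (adjusted p = 0.00944). The change of *Des* was smaller, at -0.60 (adjusted p = 0.0166). Each SHMT2 HKO mouse had a lower value than each SHMT2 fl/fl mouse for all 4 genes. *Col1a1* and *Des* no longer reached an adjusted p-value of 0.05 when SHMT2 HKO mouse 2 was left out (0.0599 and 0.0603). The same held for *Col1a1* without any single SHMT2 fl/fl mouse (up to 0.0557) and for *Des* without SHMT2 fl/fl mouse 2 or 3 (up to 0.0804). Over all alternatives, the adjusted p-values ranged from 1.7e-05 to 0.121 for *Col1a1*, from 1.04e-05 to 0.0769 for *Col3a1* and from 0.00518 to 0.0850 for *Des*, while those of *Timp1* stayed at or under 0.0408. The inflammatory genes in Fig. 6f were lower in SHMT2 HKO livers but did not pass the threshold of an adjusted p-value under 0.05. *Adgre1*, which encodes the macrophage marker F4/80, had a log2 fold change of -0.72 (adjusted p = 0.0588), *Tnf* one of -0.75 (adjusted p = 0.167) and *Ccl2* one of -0.27 (adjusted p = 0.51). Each SHMT2 HKO mouse lay below each SHMT2 fl/fl mouse for *Adgre1* and *Tnf*, while the genotypes overlapped for *Ccl2*. *Adgre1* did pass the cutoff of the paper's methods in edgeR's test (p = 0.0185, adjusted p = 0.0588). It passed the threshold of 0.05 with DESeq2 (adjusted p = 0.0317) and with limma-voom (0.0472). Without SHMT2 HKO mouse 3, the adjusted p-value of *Adgre1* was 0.0221, and without SHMT2 HKO mouse 1 that of *Tnf* was 0.0402. Over all alternatives they ranged from 0.0221 to 0.183 for *Adgre1*, from 0.0397 to 0.365 for *Tnf* and from 0.129 to 0.958 for *Ccl2*. *Tnf* and *Ccl2* were low in SHMT2 fl/fl livers, at 1.36 and 4.62 CPM.
In this section the paper's reasoning rests on RNA-seq with gene set enrichment, qRT-PCR on both diets and Western blots of lipogenic enzymes. In the RNA-seq, lipogenesis pathways were enriched among higher genes and inflammatory and matrix pathways among lower ones. By qRT-PCR, in control mice the AMLN diet lowered the lipogenesis genes other than *Scd1*, and in SHMT2 HKO mice it did not, while the rise of inflammatory and fibrotic genes was smaller in SHMT2 HKO mice. From this the paper proposes that SHMT2 restrains genes of de novo lipogenesis and promotes inflammation and fibrosis pathways in mice on this diet. Its other evidence on this diet is histology with pathological grading, which showed more steatosis and less inflammation and fibrosis in SHMT2 HKO livers. Liver triglyceride and cholesterol were also higher there.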

**Fig. 6:**
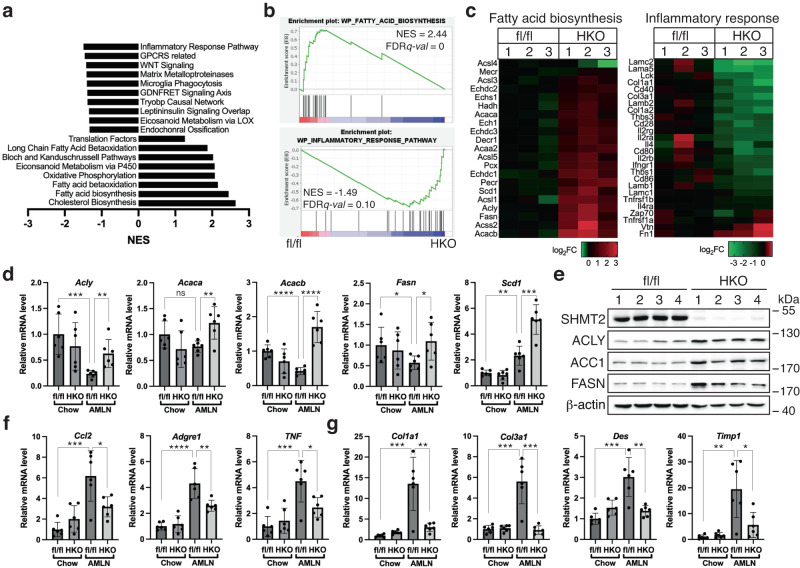
Transcriptomics profiling reveals that *SHMT2* deficiency increases DNL gene expression while reducing inflammatory and fibrotic gene expression in mouse livers. **a** RNA-seq analysis showed pathway enrichment of differentially expressed genes (DEGs) in the livers of both *SHMT2*-deficient and control mice after being on the AMLN diet for 18 weeks. **b** GSEA plots show DEG enrichment for fatty acid biosynthesis and inflammatory response pathways in the liver of HKO and fl/fl mice fed the AMLN diet. **c** RNA-seq detected DEGs of fatty acid biosynthesis (left) and inflammatory response (right) the AMLN-fed mouse livers shown in heat maps. **d** The gene expression of the DNL pathway was measured in the livers of specified mice using qRT-PCR (Mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; *t*-test). **e** The protein expression of DNL enzymes in mouse livers fed with the AMLN diet was measured by Western blotting. The gene expression of the inflammatory (**f**) and fibrotic (**g**) pathways was measured in the livers of specified mice using qRT-PCR. (Mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; *t*-test).

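Of the 21 fatty acid biosynthesis genes shown in the heat map, 20 were higher in SHMT2 HKO livers and 19 of these had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone the number was also 19. It is not independent evidence, because the paper's legend calls these genes DEGs of the same livers. *Acacb* (chromosome 5, 114146535 to 114250761), which encodes ACC2, had the largest change. It rose from 52.9 ± 5.66 CPM (SD, n = 3 mice) to 244 ± 117 (SD, n = 3), a log2 fold change of 2.20 (standard error 0.36, adjusted p = 0.0043). *Acss2* (chromosome 2, 155517948 to 155585724), an acetyl-CoA synthetase, rose from 52.6 ± 2.16 to 238 ± 193 CPM, a log2 fold change of 2.18 (standard error 0.53, adjusted p = 0.0225). It was 1.28 without SHMT2 HKO mouse 2, and its adjusted p-value rose up to 0.0867 when 1 SHMT2 fl/fl mouse was left out. Over all alternatives, the adjusted p-values of *Acss2* ranged from 0.00358 to 0.142 and those of *Acacb* stayed at or under 0.0347. Each SHMT2 HKO mouse had a higher value than each SHMT2 fl/fl mouse for both genes. The 2 genes without an adjusted p-value under 0.05 were *Mecr* (log2 fold change 0.18, adjusted p = 0.366) and *Acsl4* (-0.33, adjusted p = 0.238). Without SHMT2 HKO mouse 3, *Acsl4* reached -0.56 (adjusted p = 0.0352, the smallest over its alternatives, with 0.517 the largest).
Of the 26 inflammatory response genes, 24 were lower in SHMT2 HKO livers. An adjusted p-value under 0.05 was reached by 17 of these and by 1 gene that was higher, and by 20 genes adjusted over the list alone. The laminin gene *Lama5* (chromosome 2, 180176373 to 180225859) had a log2 fold change of -2.69 (standard error 0.20, adjusted p = 0.000639). The T cell kinase gene *Lck* had a log2 fold change of -2.09 (adjusted p = 0.00177) and the cytokine receptor gene *Il2rg* one of -1.48 (adjusted p = 0.00144). The collagen gene *Col1a2* fell by 1.66 on the log2 scale (adjusted p = 0.00858). Each SHMT2 HKO mouse had a lower value than each SHMT2 fl/fl mouse for these 4 genes, and their adjusted p-values stayed at or under 0.0484 under all alternatives. The exceptions were *Fn1*, which was higher in SHMT2 HKO livers (log2 fold change 0.59, adjusted p = 0.045), and *Vtn* (0.47, adjusted p = 0.196). Both encode plasma proteins secreted by hepatocytes. *Fn1* did not reach an adjusted p-value of 0.05 without TMM (0.443), with upper-quartile scaling (0.0787) or with 10 counts required in every sample (0.0586), and its direction reversed with ERCC scaling (-0.20). When 1 mouse was left out, its adjusted p-value stayed under 0.05 only without SHMT2 HKO mouse 3 and rose up to 0.168. Over all alternatives it ranged from 0.00282 to 0.715. *Vtn* reached 0.63 (adjusted p = 0.0444) without SHMT2 HKO mouse 3, against values up to 0.948 elsewhere.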

### The relationship between *SHMT2* genetic variations and expression with metabolic diseases in humans

We conducted research on functional genomic data using the Common Metabolic Disease Knowledge Portal (CMDKP)^32^ to investigate potential correlations between single nucleotide polymorphisms (SNP) in the *SHMT2* gene and metabolic phenotypes contributing to metabolic diseases. Our analysis was focused on specific SNPs that met the following criteria: they are located between the start and stop sites of the *SHMT2* gene’s transcription, present in the 1000 Genomes reference database, and part of the “bottom-line” meta-analyzed genetic associations for the relevant phenotype in CMDKP database. These variations are particularly suitable for identifying the linkage disequilibrium of the *SHMT2* gene, which plays a role in developing complex metabolic diseases. Our results indicate that SNPs in *SHMT2* are significantly associated with changes in metabolic parameters such as circulating lipids and lipoproteins, body mass indexes, and diabetic indicators (Fig. 7a and Table S1). These findings suggest that genetic variations in *SHMT2* may influence *SHMT2* gene expression and activity, ultimately impacting the development and outcome of metabolic syndrome in humans. Upon conducting a more in-depth analysis of *SHMT1*, which encodes the cytosolic counterpart of SHMT2, it was observed that the *SHMT1* gene SNPs are also significantly associated with human metabolic phenotypes that define metabolic syndrome (Fig. S4 and Table S2). These results indicate that both *SHMT1* and *2* are associated with susceptibility to metabolic syndrome in human populations.

**Fig. 7:**
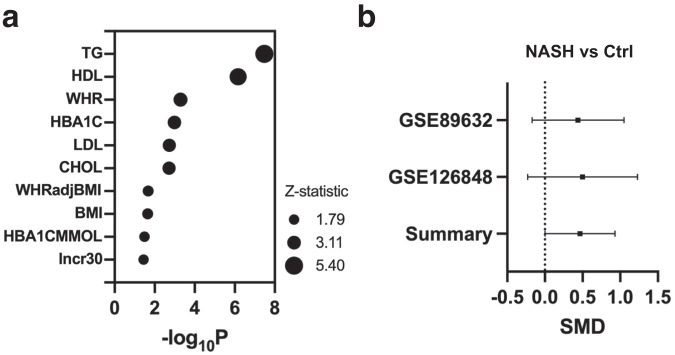
Metabolic syndrome and non-alcoholic fatty liver disease (NAFLD) in humans are linked to genetic and expression level variations of *SHMT2*. **a** *SHMT2* polymorphism affects metabolic syndrome parameters in humans, as shown in the bubble plot. **b** *SHMT2* expression is upregulated in NASH patients’ liver samples, per the meta-analysis shown in the forest plot. The Y axis displays GEO accession numbers while the *X* axis represents the standard mean difference (SMD) of *SHMT2* gene expression between NASH and healthy control (Ctrl) groups.

Furthermore, we analyzed GSE datasets to determine whether *SHMT2* expression is altered in liver specimens of NAFLD patients. Our meta-analysis demonstrated that *SHMT2* mRNA levels are significantly higher in NASH patients compared to healthy controls in two data sets (Fig. 7b). This indicates that *SHMT2* is a metabolic gene that significantly associates with the development and outcome of metabolic syndrome and liver disease in human populations.

## Discussion

The liver plays a crucial role in metabolic processes that require a significant amount of 1C units, responsible for over 80% of the body’s methylation reactions^33^. To acquire the necessary 1C pool, two major pathways are utilized: the liver-specific choline/betaine degradation pathway and the universal serine catabolic pathway. A vital question arises on whether these pathways are interchangeable. Past research has indicated that disrupting the critical 1C-donating enzyme betaine homocysteine methyltransferase (BHMT) in the choline/betaine degradation pathway reduces hepatic methylation potential in mice^34^. Our latest findings indicate that disrupting serine catabolic enzyme SHMT2 in the liver reduces SAM while increasing SAH, resulting in a diminished SAM/SAH ratio and indicating reduced methylation potential. Moreover, *SHMT2* loss significantly impacts methionine metabolism and the methyl metabolome, leading to a 1C deficiency in the liver. The methyl donors or carriers, such as serine, choline, betaine, sarcosine, and 1-MNA, decrease, while the methyl recipients, such as glycine and GAA, increase. Our results suggest that both serine catabolism and choline degradation are essential to fulfill the liver’s transmethylation demands for 1C units.

An unexpected discovery was made when the enzyme SHMT2, responsible for producing glycine, was removed from hepatocytes. Surprisingly, the *SHMT2* removal resulted in an increase in glycine levels both in the liver and bloodstream. These findings may reflect the critical role of glycine in regulating the 1C balance in the liver through participating in a regulatory process called “methyl sink.” When there is an excess of 1C, glycine is converted into sarcosine by GNMT, which consumes SAM. Conversely, when there is a shortage of 1C, sarcosine dehydrogenase (SARDH) breaks down sarcosine into glycine, producing a unit of 1C with the help of folate (Refer to pathway diagram in Fig. 2e)^35^. SAM regulates the activation of GNMT through allosteric regulation, and it is known that GNMT is the most abundant liver methyltransferase, accounting for 1% of liver soluble protein^36^. The increase in glycine levels in mice without hepatic *SHMT2* could be due to SAM depletion, leading to the deactivation of GNMT and activation of SARDH. This, in turn, inhibits glycine methylation and mobilizes sarcosine storage to balance the 1 C pool deficiency, producing a significant amount of glycine in the liver that can affect circulation. Our research suggests that glycine may be a central component of hepatic regulatory “methyl sink”, playing a vital role in balancing the 1C pool of the liver.

Deleting *SHMT2* in whole mice arrested erythroblast development in the fetal liver, ultimately leading to embryonic death at E13.5^22^. This highlights the critical role of serine-derived 1C units in facilitating the folate cycle and nucleotide synthesis, which are crucial for cell proliferation. Interestingly, mice with *SHMT2* deletion specific to their hepatocytes were able to survive without any developmental abnormalities. This suggests that hepatocytes have an alternative 1C source for the folate cycle, such as sarcosine, which is derived from the degradation of choline and betaine. It is possible that the liver has a unique pathway for breaking down choline/betaine/sarcosine, which can compensate for the loss of *SHMT2* in hepatocytes. Our research sheds light on how hepatocytes can adapt to acquire 1C units to support the folate cycle and cell proliferation, ultimately promoting survival.

This study has uncovered a novel function of SHMT2 in inhibiting fatty liver development. While previous studies had connected changes in serine metabolism to NAFLD^12,17^, our findings offer mouse genetic evidence demonstrating the significance of SHMT2-mediated serine catabolism in the development of NAFLD. Previous research has shown that *SHMT2* plays a crucial role in maintaining the electron transport chain (ETC) and mitochondrial respiration in mouse embryonic fibroblasts and HEK293 cells^22,29–31^, which could affect lipid disposal through mitochondrial fatty acid oxidation. Interestingly, disrupting *SHMT2* did not impact cellular oxygen consumption or ETC protein expression in liver cells, indicating that liver cells have a unique mechanism to safeguard mitochondria, akin to serine catabolism. It is possible that the 1C units produced by the liver-specific choline degradation pathway may be enough to replenish the mitochondrial 1C-folate pool, but not enough to compensate for SAM deficiency in *SHMT2*-deficient hepatocytes. SAM dysregulation can, in turn, lead to an accumulation of fat in the liver.

Previous studies revealed that the restriction of glycine availability had a detrimental impact on glutathione biosynthesis and fatty acid oxidation, leading to the exacerbation of hepatic steatosis and fibrosis in mice^14^. Despite the significant increase in circulating and hepatic glycine levels, SHMT2^HKO^ mice did not exhibit notable changes in hepatic glutathione abundance or hepatocyte respiratory capacity. These findings suggest that the disruption of 1C homeostasis, rather than glycine availability, may be the underlying cause of hepatic pathogenesis in SHMT2^HKO^ mice.

Depleting *BHMT* or methionine adenosyltransferase 1 A (*MAT1A*) in mice lowers methylation potential, resulting in NAFLD^6,34^. This is due to the impaired SAM-dependent synthesis of phosphatidylcholine (PC), which causes defective very-low-density lipoprotein (VLDL) assembly in the liver and, thus, fat buildup. As deleting *SHMT2* reduces SAM levels and disrupts liver methylation potential, further research is necessary to confirm whether SHMT2-mediated 1 C synthesis is necessary to maintain liver PC synthesis, VLDL assembly, and fat disposal.

Our research on the diet-induced development of non-alcoholic steatohepatitis (NASH) revealed that *SHMT2* disruption can have both positive and negative effects on liver health. While it worsened steatosis, it could also aid in reducing liver inflammation and fibrosis in cases with an inflammatory and fibrogenic diet. *SHMT2* disruption increased the hepatic DNL pathway due to the derepression of DNL genes when there was an overload of lipids. Sterol regulatory element binding proteins (SREBPs) recognize nutrient signals and mature in the ER to activate lipid synthesis genes^37^. It is critical to maintain the integrity of the ER membrane, which requires adequate PC content to prevent excessive SREBP activation^38^. Thus, the increase in liver DNL genes may be due to lower SAM-dependent PC synthesis, decreased ER PC content, and subsequent SREBP derepression in *SHMT2* deficient mice. Further research is necessary to determine whether *SHMT2* disruption may worsen fatty liver under AMLN diet treatment by decreasing VLDL-mediated hepatic lipid disposal and increasing SREBP-mediated hepatic lipid synthesis.

A significant discovery of this study indicates that *SHMT2* is necessary for developing liver inflammation and fibrosis. Despite having a significant increase in liver steatosis and injury, mice lacking *SHMT2*, when given the AMLN diet, had reduced collagen deposition and immune cell infiltration in their livers, as revealed in the histological analyses, as well as lower levels of inflammation and fibrosis-related genes. The SHMT2^HKO^ mice showed increased lipogenesis that contributed directly to liver steatosis and injury. However, this increase was not compatible with reduced inflammation and fibrogenesis, which are typically stimulated by liver steatosis and injury. It is possible that additional *SHMT2* activity is required to activate the liver’s immune and fibrogenic response to steatosis and injury. Liver injury triggers inflammation and fibrosis by instigating interaction between hepatocytes, immune cells, and fibrogenic cells^39^. The animal model in the current study specifically targeted *SHMT2* in the hepatocytes of the mouse liver, highlighting the importance of communication between these cells. This communication may involve serine catabolic activity derived from hepatocytes, which supports the activation and expansion of immune and fibrogenic cells in the liver, likely by generating methyl folate species and SAM. These metabolites are crucial for nucleotide synthesis and transmethylation reactions, which support cell proliferation and epigenetic gene regulation. Further research is necessary to determine if the serine-derived 1 C activities from hepatocytes regulate the metabolism or signaling of immune and fibrogenic cells in supporting their proliferation and functional expansion.

A significant association was found between the *SHMT2* genetic variation, its expression, and increased susceptibility to NAFLD and MetS in human populations, as well as SHMT2’s stage-specific regulation of the onset and progression of NAFLD in the model animals. These findings suggest that precision medicine strategies are necessary when considering therapeutic interventions for serine catabolism in NAFLD at different stages, despite its significant value as a therapeutic target for the disease. It is also important to be cautious about interfering with SHMT2 during pregnancy because it is essential for embryonic development.

## Methods

### Animal studies

All studies conducted were authorized by the Institutional Animal Care and Use Committee of Wayne State University. We have complied with all relevant ethical regulations for animal use. Mice were maintained under a 12-hour day-night cycle and fed ad libitum with a control chow diet (#D12450K, Research Diets) or an AMLN diet (#D17010103, Research Diets). The SHMT2^fl/fl^ strain was generated in the C57BL/6 J background by flanking exon 3–12 of the SHMT2 gene with loxP sites using CRISPR/Cas9-mediated genome editing (Cyagen). The Albumin-Cre strain in the C57BL/6 J background was obtained from the Jackson Laboratory (Strain# 003574). The SHMT2^HKO^ strain was generated by crossbreeding the SHMT2^fl/fl^ with the Albumin-Cre strain.

In the standard experiment protocol, male mice were weaned at three weeks of age and began consuming a chow diet. The mice were either kept on a chow diet or switched to the AMLN diet at 4 weeks of age. They were then exposed to the AMLN diet for 18 more weeks until they were 22 weeks old. GTT and ITT analyses were performed at 18 and 20 weeks of age, respectively. Body composition analysis was performed at 22 weeks of age on an EchoMRI instrument. For tissue harvesting, mice were fasted for 5 h. Blood samples were drawn from the inferior vena cava of the anesthetized animals for biochemical analysis. Dissected liver tissues were either flash-frozen in liquid nitrogen for biochemical analysis or fixed in 10% neutral buffered formalin for histological analysis.

### Mouse primary hepatocyte isolation and cell culture

To obtain primary mouse hepatocytes, a two-step collagenase perfusion method was used. The procedure involved opening the abdominal cavity and cannulating the inferior vena cava (IVC) with a catheter. The portal vein was incised to allow sufficient outflow during perfusion. The liver was perfused with buffer A (calcium-free HBSS with 25 mM HEPES and 0.5 mM EDTA) for 3 min, followed by buffer B (low-glucose DMEM with 0.4 mg/mL collagenase IV) for 5 min at a rate of 8–10 ml/min. After perfusion, the liver was transferred to a sterile Petri dish and gently shaken to disperse the hepatocytes. The isolated hepatocytes were filtered using a 70 μm strainer and purified by Percoll density gradient centrifugation. The purified hepatocytes were plated on collagen-coated dishes, incubated in DMEM with 10% FBS for 4 h, and then maintained in DMEM without FBS until treatment.

Murine AML12 hepatocytes (ATCC) were maintained in a 1:1 mixture of DMEM and Ham’s F12 medium, supplemented with 10% FBS, 1:100 ITS-G (Invitrogen), 100 U of penicillin/ml and 0.1 ng of streptomycin/ml. The AML12 cell line with a SHMT2-knockout was described previously^29^. The oxygen consumption rate was measured on a Seahorse XF analyzer (Agilent).

### Serum amino acid and blood biochemistry tests

The serum was prepared by centrifugation of the clotted blood at 10,000 g, 4 °C for 10 min. The serum amino acid levels were measured on an LC-MS/MS instrument (Waters) equipped with Cortec UPLC C18 column and Xevo TQ-S mass spectrometer using Kairos Amino Acid 100 Kit (Waters) as reference standards. Serum triglycerides and total cholesterol levels were measured using commercial kits from Wako and Pointe Scientific. Serum ALT was measured using the commercial kit from BioAssay Systems.

### Liver metabolite extraction and targeted metabolomics

For the isolation of hydrophilic metabolites, liver tissues were homogenized in 80% aqueous methanol by sonification. After centrifugation clarification, the supernatants were lyophilized on a SpeedVac vacuum concentrator. The metabolite extract pellets were stored at −80 °C until use. The metabolite levels were measured on an AB SCIEX LC-MS/MS system equipped with a SHIMADZU Nexera ultra high-performance chromatography system and a hybrid triple quadrupole and linear ion trap mass spectrometer, as described previously^40^.

The metabolite abundance data were subjected to median normalization, log transformation, mean-center scaling, fold change analysis and two-sample *t*-tests using the MetaboAnalystR package available on the MetaboAnalyst 5.0 metabolomics analysis platform (https://www.metaboanalyst.ca/MetaboAnalyst/). The differentially expressed metabolites (DEMs) were identified using the significance cutoff of *p* < 0.05 and FDR < 0.20. The DEM pathway enrichment analysis was performed on MetaboAnalyst 5.0 using the Mus musculus SMPDB database. The results were visualized and plotted with GraphPad Prism 9.

### Liver lipid extraction and measurement

For lipid extraction, 50 mg of liver tissues were homogenized in 1 ml methanol by sonication on ice using a Branson Digital Sonifier. The homogenates were mixed with an additional 330 ul methanol and 2.66 ml chloroform by vertexing and incubated at 4 °C for 4 h, and then mixed with 1.6 ml 0.9% NaCl by vertexing followed by centrifugation at 4500 g, 4 C for 15 min. The organic phase was collected and evaporated under nitrogen flow. The lipid extracts were resuspended in isopropanol with 2%Triton. Liver triglycerides and total cholesterol levels were assessed using commercial kits obtained from Wako and Pointe Scientific, respectively.

### Glucose tolerance test

After a period of overnight fasting, mice were given an injection of glucose (2 g/kg body weight) into their peritoneal cavity. Blood samples were then taken from their tail veins at 0, 15, 30, 60, 90, and 120 min after the injection. These samples were tested for glucose concentration using a glucometer (Contour Next).

### Insulin tolerance test

After a 5-h period of fasting, insulin was administered to mice via an intraperitoneal injection at a dosage of 0.65U/kg of body weight. Blood samples were obtained from the tail vein at intervals of 0, 15, 30, 60, and 90 min post-insulin injection. The blood glucose levels were measured using a glucometer (Contour Next).

### Histological analysis

For H&E and Sirius Red staining, liver tissues were fixed in 10% neutral buffered formalin overnight, dehydrated into 70% ethanol, and then paraffin-embedded and sectioned. Tissue section slides were either stained with hematoxylin and eosin (H&E, ThermoFisher Scientific); or stained with Picro-Sirius Red solution containing saturated aqueous picric acid with 0.1% Sirius red F3B (Sigma) for 1 h, followed by rinses with 0.5% acetic acid.

For Oil red O staining, formalin-fixed liver tissues were stepwise cryoprotected in 15% and 30% sucrose for 4 h and overnight, respectively, then embedded with OCT compound (Tissue-Tek) and flash-frozen in liquid nitrogen and stored at −80° C. The cryosections were fixed with 10% neutral buffered formalin for 30 min, rinsed with ddH_2_O and 60% isopropanol, and subsequently stained with 0.35% Oil Red O dye (Rowley Biochemical) for 15 min, followed by rinse in 60% isopropanol and counterstaining for nuclei with alum Hematoxylin.

The tissue section images were captured on a BZ-X800 microscope (Keyance) and scored using the following NAFLD histological scoring system: steatosis grade (0, <5%; 1, 5–33%; 2, >33–66%; 3, >66%), lobular inflammation (0, No foci; 1, <2 foci per 200x field; 2, 2–4 foci per 200x field; >4 foci per 200x field), and fibrosis stage (0, None; 1, perisinusoidal or periportal; 2, perisinusoidal and portal/periportal; 3, bridging fibrosis)^41^.

### Western blotting

The tissues or cultured cell pellets were homogenized in RIPA lysis buffer (Tris-HCl pH7.4, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) by sonication on a Branson Digital Sonifier. Protein concentrations were determined with the BCA reagent (Pierce). Protein lysates (40 ug) were resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), and proteins were transferred onto nitrocellulose filters. The blots were saturated with 5% milk and probed with antibodies against SHMT2 (#HPA020543, Sigma, 1:1000), NDUFS1 (sc-271510, Santa Cruz, 1:1000), Total OXPHOS Antibody Cocktail (ab110411, Abcam, 1:1000), ACLY (#15421-1-AP, Proteintech, 1:1000), ACC1 (#21923-1AP, Proreintech, 1:1000), FASN (#10624, Proteintech, 1:1000) or β-actin (A2066, Sigma, 1:1000). Following a wash with PBST (PBS containing 0.1% Tween 20), the blots were incubated with peroxidase-coupled goat anti-rabbit immunoglobulin G (Sigma, 1:5000). The immunolabeled protein bands were detected by enhanced chemiluminescence (ECL) method (Perkin Elmer) on an Azure C600 imager.

### RNA-seq, Bioinformatics, and qRT-PCR analysis

For RNA-seq transcriptomics profiling, total RNAs were isolated from liver tissues using RNeasy kit (Qiagen). The library construction and high throughput sequencing were conducted at Azenta Life Sciences. The cDNA libraries were constructed with the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs), quantified with a Qubit 2.0 Fluorometer (Life Technologies) and a TapeStation (Agilent), and sequenced on a HiSeq 4000 sequencer (Illumina) using 2x150bp paired-end method. Base calling and FRSTQ file generation were achieved with the HiSeq Control and bcl2fasq 2.17 software. Sequence reads were trimmed to remove adapter sequences and poor-quality nucleotides using Trimmomatic v.0.36 and then mapped to the Mus musculus GRCm38 ERCC reference genome using the STAR aligner v.2.5.2b, resulting in the BAM files with >25 million total mapped reads per sample. The unique gene hits were extracted using EnsDb.Mmusculus.v79:Ensembl based annotation from R package, further normalized using edgeR and subjected to limma-voom-transformation and t-statistics calculation using the eBayes function of the limma R package to identify the differentially expressed genes (DEGs) with the significance cutoff of *p* < 0.05, adj *p* < 0.25. Gene set enrichment analysis (GSEA) were performed with the setting of m2.cp.wikipathways.v2023.1.Mm.symbols.gmt, 1000 gene_set-based permutations, chip platform = Mouse_Gene_Symbol_Remapping_MSigDB.v2023.1.Mm.chip, weighted enrichment statistic, and metric for ranking genes = tTest, and the significance cutoff of p,0.05 or FDR < 0.25.

For qRT-PCR analysis, total RNAs were isolated from liver tissues with the TRI Reagent (Sigma). cDNA libraries were constructed by random priming using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and then used as a template for qPCR amplification with Luna Universal qPCR Master Mixes (New England Biolabs) on an AriaMx cycler (Agilent). The mRNA levels were determined as the delta-delta threshold cycle (ΔΔC_*T*_) and normalized to the PPIA mRNA level. The PCR primers used are listed in Table S3.

### Human data analysis

The associations between SHMT2 common genetic variants and metabolic phenotypes in European Ancestry descendants were retrieved from the Common Metabolic Diseases Knowledge Portal (CMDKP, https://hugeamp.org/). The statistical analysis of the gene-level phenotypic associations was performed using the Multi-marker Analysis of GenoMic Annotation (MAGMA) method, available on the Portal platform, to calculate the bottom-line genetic associations.

For meta-analysis of *SHMT2* gene expression, the mRNA profiling for liver samples of healthy human donors (*n* = 38) and NASH patients (*N* = 35) were retrieved from the NCBI Gene Expression Omnibus under the accession of GSE89632^42^ and GSE126848^43^. The unique gene counts were filtered, and subjected to TMM normalization and logCPM transformation with edgeR. The resulting SHMT2 expression values (log-transformed) were used to calculate the standardized mean difference (SMD, Hedge’s g) between the groups of NASH and healthy control and presented as a forest plot using the random-effects model of the metafor R package.

### Statistics and reproducibility

All figures display individual data points representing single readings for each sample. Sample sizes and error management are specified in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Supplementary Materials

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

reporting summary

## Data Availability

The RNA sequencing data has been deposited in GEO under the accession number GSE248883. All other data supporting the results and conclusions of this paper are available in the paper and its Supplementary Information. The source data behind the graphs can be found in Supplementary Data 5. Uncropped images of gels can be found in Supplementary Fig. 5.

# Supplementary material for: SHMT2 reduces fatty liver but is necessary for liver inflammation and fibrosis in mice
**Source:** Commun Biol. 2024 Feb 12;7:173. doi: 10.1038/s42003-024-05861-y
**Supplement:** Supplementary file 2 — Supplementary Information

## **SHMT2 reduces fatty liver but is necessary for liver inflammation and fibrosis in mice**

Guohua Chen<sup>1</sup>, Guoli Zhou<sup>2</sup>, Lidong Zhai<sup>3</sup>, Xun Bao<sup>4</sup>, Nivedita Tiwari<sup>5</sup>, Jing Li<sup>4</sup>, Emilio Mottillo<sup>5,6</sup>  
and Jian Wang<sup>1\*</sup>

## Supplementary Figure 1

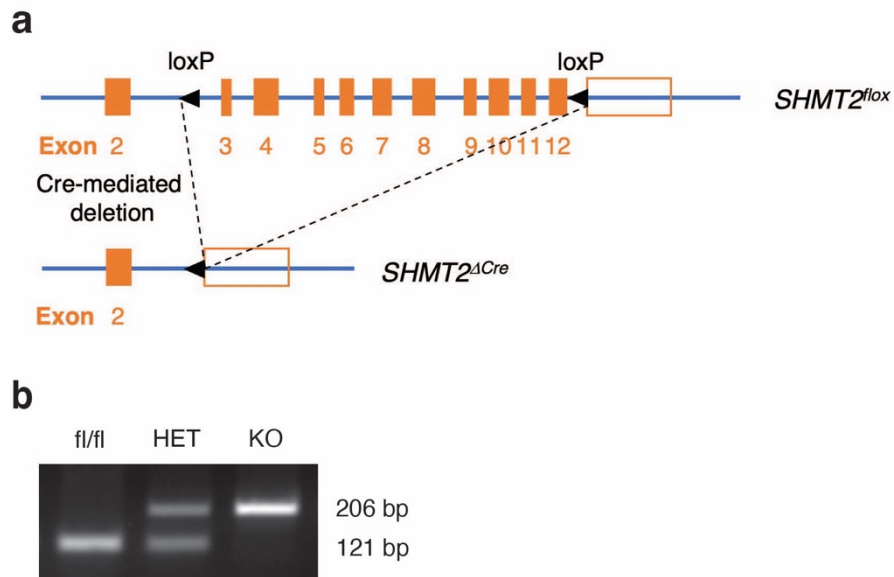

**Fig. S1. Targeted deletion of SHMT2 gene in mice using Cre-loxP recombination.**

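Mouse *Shmt2* (ENSMUSG00000025403) is annotated on GRCm38 on the minus strand of chromosome 10, so its first exon has the highest coordinates. The transcript used here has 12 exons, a length of 2289 bp and a coding sequence of 1512 bp. The authors placed the loxP sites around exons 3 to 12. The 5′ loxP site therefore falls in intron 2, which is 500 bp long, between exon 2 (127520918 to 127521115) and the start of exon 3 at 127520417. The coding sequence ends within exon 12 at 127517792, and from there 653 bp of 3′ UTR follow. Exons 3 to 12 hold 1281 bp, or 84.7%, of the coding sequence and span 2626 bp of the genome up to the end of the coding sequence. Exons 1 and 2 hold the other 231 bp of the coding sequence. Fig. S1a draws the 3′ loxP site next to an open box that stays after recombination. If that box is the 3′ UTR, 1008 of the 2289 bp of the transcript lie outside the deleted part. The genes on both sides are *Ndufa4l2* (127514967 to 127517154), which overlaps the 3′ end of *Shmt2* by 32 bp, and *Nxph4* (127525473 to 127534559), which lies 3028 bp away.

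**Figure D3:**
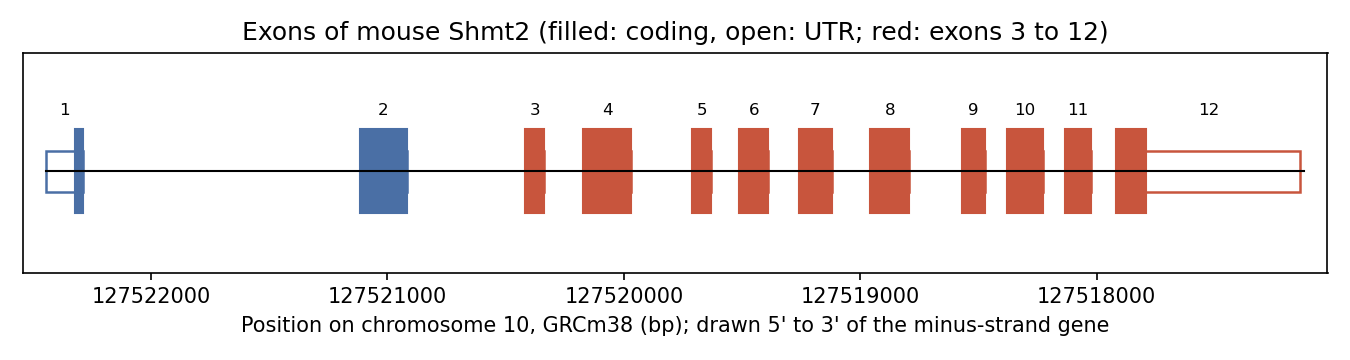
Exons of mouse *Shmt2* along chromosome 10 of GRCm38, in bp, drawn from 5′ to 3′. Filled boxes are coding sequence and open boxes UTR, and exons 3 to 12 are red. The 10 exons between the loxP sites hold 1281 bp of the 1512 bp of coding sequence.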

**a)** Schematic diagram of the floxed mouse SHMT2 gene loci before ( $SHMT2^{lox}$ , top) and after ( $SHMT2^{\Delta Cre}$ , bottom) Cre-mediated deletion. **b)** PCR analysis of the genomic DNA from the mice with floxed SHMT2 gene (fl/fl) or heterozygous (HET) or homozygous (KO) deletion of the SHMT2 gene. The sizes of the amplicons are indicated on the right.

## Supplementary Figure 2

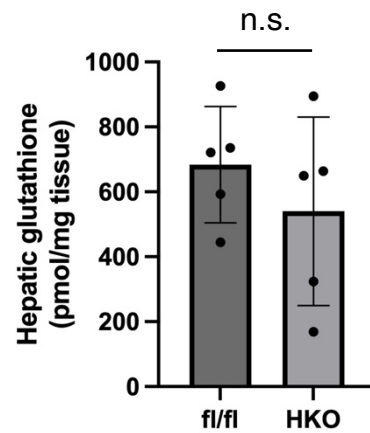

**Fig. S2. The deletion of SHMT2 has no significant effect on liver glutathione levels.**

The liver metabolites were extracted from SHMT2 wild-type (fl/fl) and knockout (HKO) mice and analyzed for total glutathione levels using LC-MS/MS. (Mean $\pm$ SD; n.s., not significant; t-test)

### Supplementary Figure 3

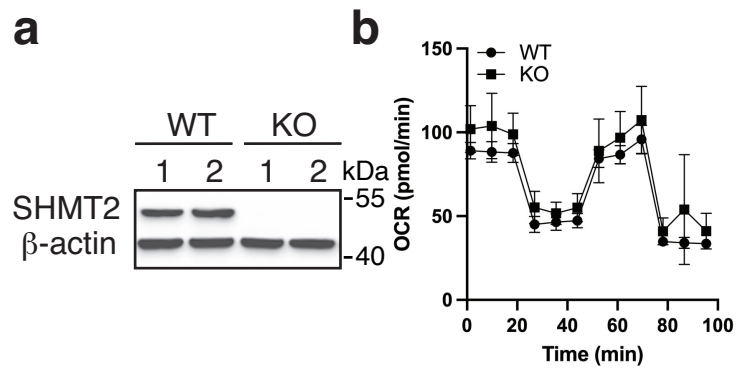

**Fig. S3. The effect of SHMT2 knockout on the oxygen consumption rate of AML12 cells.**  
**a)** Western blot analysis of the indicated proteins in the SHMT2 wide-type (WT) and knockout (KO) AML12 cells. **b)** Analysis of the oxygen consumption rate (OCR) of the indicated AML12 cells using a Seahorse analyzer.

# Supplementary Figure 4

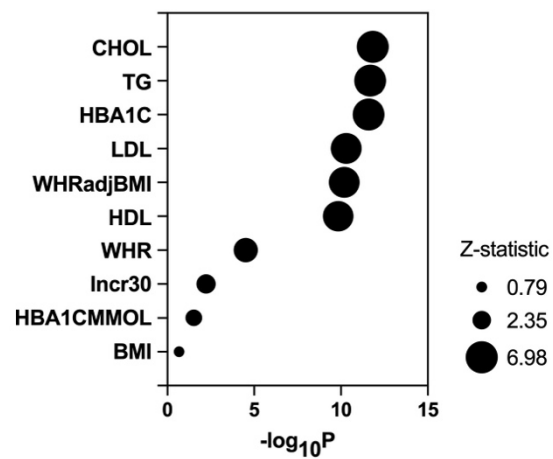

**Fig. S4.** The association of single nucleotide polymorphism in the SHMT1 gene with human metabolic syndrome.

## Supplementary Figure 5

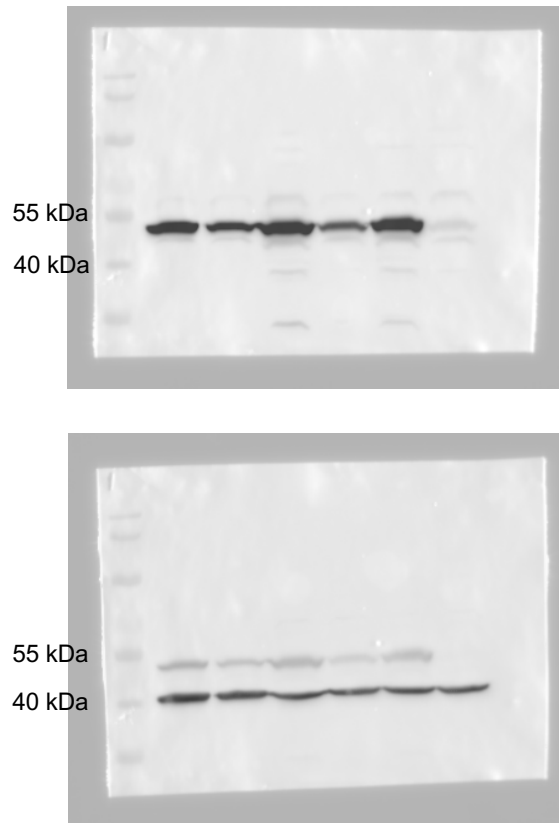

a) Uncropped gel images of Figure 1a

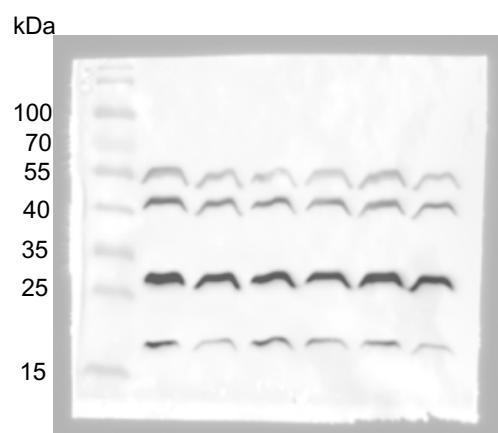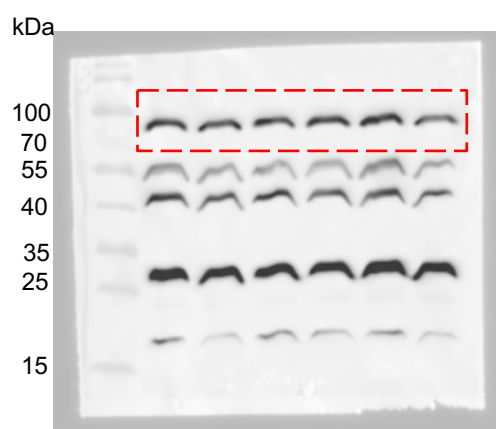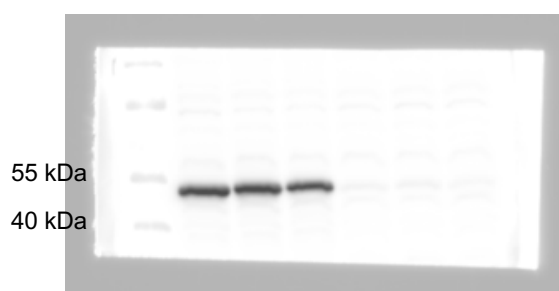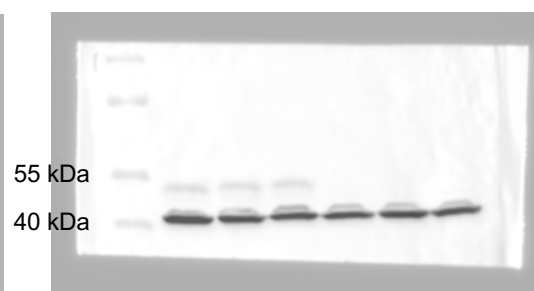

b) Uncropped gel images of Figure 5a

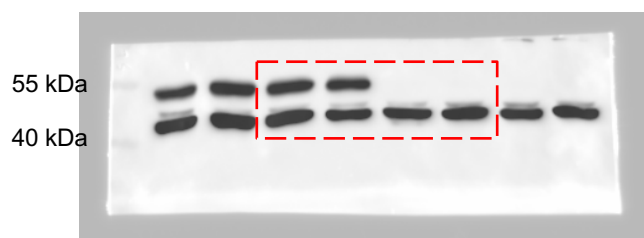

c) Uncropped gel image of Figure 5b

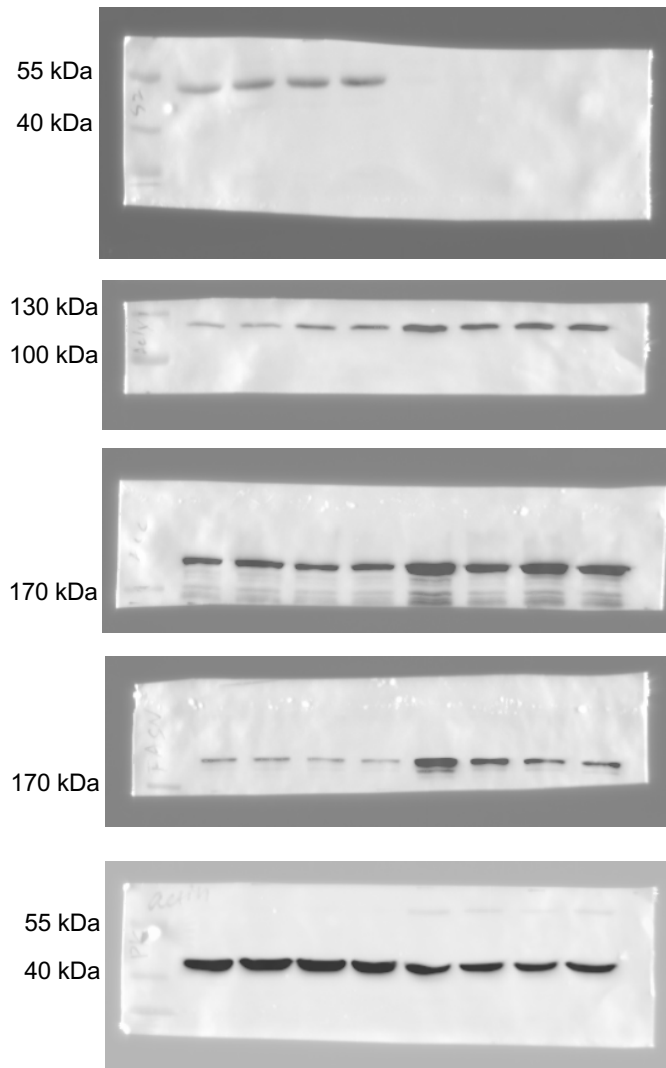

d) Uncropped gel images of Figure 6e

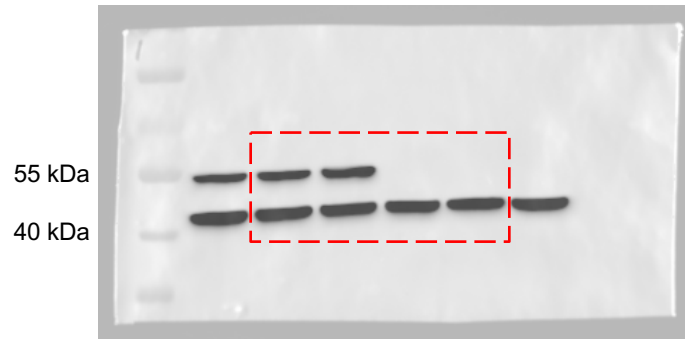

d) Uncropped gel images of Supplementary Figure 3a

**Table S1: SHMT2 SNP is linked to metabolic traits in humans.**

| <b>Phenotype</b> | <b>SNP<br/>Variant#</b> | <b>Sample size</b> | <b>Z-statistic</b> | <b>P-value</b> |
|------------------|-------------------------|--------------------|--------------------|----------------|
| <i>TG</i>        | 7                       | 1,162,680          | 5.40               | 3.36E-08       |
| <i>HDL</i>       | 7                       | 1,123,112          | 4.83               | 6.93E-07       |
| <i>WHR</i>       | 7                       | 539,439            | 3.28               | 5.22E-04       |
| <i>HBA1C</i>     | 7                       | 419,439            | 3.07               | 1.05E-03       |
| <i>LDL</i>       | 7                       | 1,144,184          | 2.89               | 1.90E-03       |
| <i>CHOL</i>      | 7                       | 1,194,060          | 2.88               | 1.96E-03       |
| <i>WHRadjBMI</i> | 7                       | 534,261            | 2.02               | 2.16E-02       |
| <i>BMI</i>       | 7                       | 547,953            | 2.00               | 2.29E-02       |
| <i>HBA1CMMOL</i> | 7                       | 7,325              | 1.84               | 3.30E-02       |
| <i>Incr30</i>    | 1                       | 4,447              | 1.79               | 3.66E-02       |

**Table S2: SHMT1 SNP is linked to metabolic traits in humans.**

| <b>Phenotype</b> | <b>SNP<br/>Variant#</b> | <b>Sample size</b> | <b>Z-statistic</b> | <b>P-value</b> |
|------------------|-------------------------|--------------------|--------------------|----------------|
| <i>CHOL</i>      | 34                      | 1,393,255          | 6.98               | 1.49E-12       |
| <i>TG</i>        | 34                      | 1,487,737          | 6.93               | 2.10E-12       |
| <i>HBA1C</i>     | 33                      | 587,581            | 6.90               | 2.59E-12       |
| <i>LDL</i>       | 34                      | 1,673,533          | 6.47               | 5.06E-11       |
| <i>WHRadjBMI</i> | 31                      | 808,835            | 6.43               | 6.56E-11       |
| <i>HDL</i>       | 34                      | 1,329,001          | 6.30               | 1.46E-10       |
| <i>WHR</i>       | 31                      | 880,504            | 4.01               | 3.09E-05       |
| <i>Incr30</i>    | 3                       | 4,447              | 2.51               | 5.97E-03       |
| <i>HBA1CMMOL</i> | 30                      | 8,088              | 1.88               | 3.02E-02       |
| <i>BMI</i>       | 32                      | 1,157,212          | 0.79               | 2.14E-01       |

**Table S3: qPCR primers for mouse genes**

| <b>Gene</b>   | <b>Forward sequence</b> | <b>Reverse Sequence</b>   |
|---------------|-------------------------|---------------------------|
| <i>Acly</i>   | AGGAAGTGCCACCTCCAACAGT  | CGCTCATCACAGATGCTGGTCA    |
| <i>Acaca</i>  | GTTCTGTTGGACAACGCCTTCAC | GGAGTCACAGAAGCAGCCCATT    |
| <i>Acacb</i>  | AGAAGCGAGCACTGCAAGGTTG  | GGAAGATGGACTCCACCTGGTT    |
| <i>Fasn</i>   | CACAGTGCTCAAAGGACATGCC  | CACCAGGTGTAGTGCCTTCCTC    |
| <i>Scd1</i>   | GCAAGCTCTACACCTGCCTCTT  | CGTGCCTTGTAAGTTCTGTGGC    |
| <i>Ccl2</i>   | GCTACAAGAGGATCACCAGCAG  | TCTGGACCCATTCTTCTTGG      |
| <i>Adgre1</i> | CGTGTTGTTGGTGGCACTGTGA  | CCACATCAGTGTTCCAGGAGAC    |
| <i>TNF</i>    | GGTGCCTATGTCTCAGCCTCTT  | GCCATAGAAGTATGATGAGAGGGAG |
| <i>Col1a1</i> | CCTCAGGGTATTGCTGGACAAC  | CAGAAGGACCTTGTTTGCCAGG    |
| <i>Col3a1</i> | GACCAAAAGGTGATGCTGGACAG | CAAGACCTCGTGCTCCAGTTAG    |
| <i>Des</i>    | GCGGCTAAGAACATCTCTGAGG  | ATCTCGCAGGTGTAGGACTGGA    |
| <i>Timp1</i>  | TCTTGTTCCCTGGCGTACTCT   | GTGAGTGTCCTCTCCAGTTTGC    |
| <i>PPIA</i>   | GTGGTCTTTGGAAGGTGAA     | TTACAGGACATTGCGAGCAG      |

# Supplementary material for: SHMT2 reduces fatty liver but is necessary for liver inflammation and fibrosis in mice
**Source:** Commun Biol. 2024 Feb 12;7:173. doi: 10.1038/s42003-024-05861-y
**Supplement:** Supplementary file 3 — Description of Supplementary Materials

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Normalized metabolite levels in the mouse livers

**File name:** Supplementary Data 2

**Description:** Fold change of liver metabolites (HKO vs. fl/fl)

**File name:** Supplementary Data 3

**Description:** Fold change in gene expression levels in HKO mice livers on AMLN diet compared to control mice

**File name:** Supplementary Data 4

**Description**: DEG identified in HKO mouse livers on AMLN diet compared to the control

**File name:** Supplementary Data 5

**Description:** Numerical source data

# Supplementary material for: SHMT2 reduces fatty liver but is necessary for liver inflammation and fibrosis in mice
**Source:** Commun Biol. 2024 Feb 12;7:173. doi: 10.1038/s42003-024-05861-y
**Supplement:** Supplementary file 9 — reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used.                                                                                                                                                                                             |
| Data analysis   | All data management and statistical analyses were conducted using R (v4.3.1) (R Development Core Team) and all statistical graphs were generated with GraphPad Prism v9.0 (GraphPad Software, San Diego, CA USA). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

We have deposited transcriptomic profiling data into the GEO database. The accession number is GSE248883.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size The pwr.t.test function in the pwr R package was used to determine sample sizes for individual experiments with two independent groups. We used the RNASeqPower R package and the MetaboAnalyst 5.0 webtool to determine sample sizes for transcriptomics and metabolomics experiments, respectively.

Data exclusions No data were excluded.

Replication The experiments were successfully repeated.

Randomization Animals were randomly assigned into experimental groups.

Blinding During histological evaluations, the investigators were not informed about the group allocation.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used Anti-SHMT2, Sigma, HPA020543, lot# A96534  
Anti-NDUFS1, Santa Cruz, sc-271510, lot# G2811

Total OXPHOS Antibody Cocktail, Abcam, ab110411, lot# GR272516-1  
 anti-ACLY, Proteintech, 15421-1-AP, lot# 00100564  
 anti-ACC1, Proteintech, 21923-1-AP, lot# 00103217  
 anti-FASN, Proteintech, 10624-2-AP, lot# 00113765  
 anti-beta-actin, Sigma, A2066, lot# 048k4861

Validation

According to the vendor's specifications, all primary antibodies are validated for Western blotting analysis of mouse proteins.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

AML12 cells were obtained from ATCC.

Authentication

The cell line was authenticated with STR profiling.

Mycoplasma contamination

The cell line was tested negative for mycoplasma contamination.

Commonly misidentified lines  
 (See [ICLAC](#) register)

N/A

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Mouse, C57BL/6J, 0 - 22 weeks

Wild animals

N/A

Reporting on sex

The study utilized male animals but did not consider sex in experimental design.

Field-collected samples

N/A

Ethics oversight

Institutional Animal Care and Use Committee of Wayne State University approves and oversees the study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

How the deposited data were processed for this re-analysis (not part of the article)

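The RNA-seq data analysed here come from livers of 6 male mice on the AMLN diet, 3 SHMT2 fl/fl and 3 SHMT2 HKO. The other experiments of the paper were not analysed here. The authors trimmed the reads, aligned them to GRCm38 with the ERCC sequences and counted unique hits on genes, and the values deposited by the authors are these counts, without normalization. The columns carry a genotype and a number from 1 to 3, and each was mapped to its group by its deposited label. The counts were integers in all samples and were checked against this description. The table held 49763 entries, 92 of them ERCC spike-in RNAs, which were left out of library sizes and tests. Of 49671 gene IDs, 345 had no entry in the annotation used here and held 0.0416% of gene counts. No entry collected reads without a gene.
Counts on genes ranged from 23090837 to 34089722 per sample, and 20936 to 24340 genes had at least 1 count in a sample. A count of 3, taken as the floor, was 0.0880 to 0.130 CPM, where CPM is the count scaled to the library size. The 10 most abundant genes held 14.2% to 19.6% of gene counts.
Genes were filtered with filterByExpr of edgeR 4.0.16 in R 4.3.3, scaled by TMM and tested for genotype by the quasi-likelihood F test (two-sided) with robust dispersions. Every adjusted p-value of a single gene is from this test with Benjamini-Hochberg adjustment over the 16089 genes tested, unless another tool is named. CPM were computed with the TMM-scaled library sizes. Shares of counts and *Shmt2* were compared by an exact permutation test over the 10 splits of the 6 samples, two-sided.
Gene lists were tested with fgsea 1.28.0, with genes ranked by the t statistic of log2 CPM between genotypes, 10000 permutations of genes and Benjamini-Hochberg adjustment over 34 lists. These permutations treat genes as independent and do not test differences between mice, so camera with a correlation of 0.01 between genes and the rotation test fry of limma 3.58.1 were run as alternatives. A list's median is the median over its genes of the edgeR log2 fold change. The lists were fixed before the counts were seen, but after the supplementary tables of the paper had been read. The lists of fatty acid biosynthesis and inflammatory response genes are those of Fig. 6c, 3 lists are the genes the paper measured by qRT-PCR (Fig. 6d, f, g) or western blot (Fig. 5a), and the others were compiled by hand from general knowledge of their genes or from patterns in gene symbols.
The choices made before the data were examined are the tests, the lists, the rule for named genes and the following alternatives. For single genes these were DESeq2 1.42.0 with its own size factors and Wald test, limma-voom, library size without TMM, upper-quartile normalization, no filter beyond 1 count in any sample, at least 10 counts in every sample, dispersions without robust estimation, the replicate number as a block, and leaving out each mouse in turn. For lists these were ranking by the signed root of the F statistic or by the log2 fold change, a t statistic with each group's SD set to at least 0.2 times its mean, camera, fry, and the same scaling, filter, block and leave-out alternatives where they apply. Adjusted p-values that DESeq2 leaves empty were kept as missing. Scaling to the ERCC RNAs and a loess correction for GC content and transcript length (span 0.5, 16051 genes) were chosen after seeing the data. So were the choice of lists counted as outside what the paper discusses and the limit of an absolute median of 1 for reporting them.
The genes named are *Shmt2*, genes the paper names, members of the lists, and the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted p-value under 0.05, a mean of at least 1 log2 CPM and no overlap between genotypes. Of the results of this rule, 1 is not reported here.
The code was tested on simulated counts for 16089 genes, drawn from the means and library sizes of these samples. Of 200 genes changed 4-fold, 167 (83.5%) were recovered among 15747 tested genes at an adjusted p-value under 0.05, with a median fitted log2 fold change of 2.04 for raised genes. The calls included 17 unchanged genes, 9.24% of calls, which is above the nominal 5%. A changed list of 25 genes had an NES of 2.75, and 0 of 33 unchanged lists were called. Genes were drawn independently, and the 200 changed genes were balanced between raised and lowered. The simulation therefore tests neither the scaling between genotypes nor false calls of lists whose genes vary together.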

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

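Of the tests in this part, those of normalization, of *Mup* paralogs, of the hepatocyte share, of ERCC scaling and of single mice in the proliferation list were chosen only after the results were seen. The 4 gene lists below concern genes that the paper does not discuss, and each has a median log2 fold change of at least 1 in either direction between SHMT2 HKO and SHMT2 fl/fl livers. All 4 were compiled by hand, share 0 genes with the other lists and with the heat map of the paper, and were tested with fgsea over 34 lists. Like the other lists, they were fixed after the paper's supplementary tables of fold changes in these livers had been read. Their enrichment is therefore not fully independent evidence.
Genes typical of cholangiocytes were lower in SHMT2 HKO livers. The 12 genes had a median log2 fold change of -2.97, with quartiles of -3.46 and -2.54, and an NES of -2.29 (adjusted permutation p = 0.000956). All 12 had an adjusted p-value under 0.05 in edgeR's test, also adjusted over the list alone, and all 12 reached 1 CPM in SHMT2 fl/fl livers. The medians per mouse were -0.25, 0.40 and -0.11 in SHMT2 fl/fl mice 1, 2 and 3 and -2.97, -3.22 and -2.57 in SHMT2 HKO mice 1, 2 and 3. *Spp1*, the most abundant of those named here, fell from 871 to 142 CPM (log2 fold change -2.62, adjusted p = 0.00134 from edgeR's test). *Epcam*, *Krt19* and *Sox9* fell by 3.12, 2.97 and 2.11 on the log2 scale.
Of 10 splits of the 6 samples, 1, the real one, gave an NES as large for this list. That is the least that 3 mice against 3 allow, so other groupings of the mice cannot be excluded by it. The tables argue against several technical explanations. The median nearest 0 over 5 scalings was -2.97, it was -2.73 after the GC and length correction, and the NES nearest 0 with 1 mouse left out was -1.98. A higher share of hepatocyte RNA in SHMT2 HKO samples would lower the other cell types alike, while the 10 genes of sinusoidal endothelial cells had a median of 0.48. Fewer cholangiocytes or a weaker ductular reaction in SHMT2 HKO livers is a hypothesis that may account for this pattern. *Spp1* and *Sox9* are also expressed by other cells of a diseased liver, and no count of cells was analysed here.
Genes with male-biased expression in liver were higher in SHMT2 HKO livers. The 10 genes had a median log2 fold change of 2.06 and an NES of 2.01 (adjusted permutation p = 0.0022). All 10 were higher, 8 with an adjusted p-value under 0.05 in edgeR's test and 8 when adjusted over the list alone, and 9 reached 1 CPM in SHMT2 fl/fl livers. The medians per mouse were 0.49, -0.32 and -0.12 in SHMT2 fl/fl mice and 2.31, 1.87 and 1.43 in SHMT2 HKO mice. *Elovl3* rose from 13.4 to 128 CPM (log2 fold change 3.26, adjusted p = 0.00226 from edgeR's test) and *Cyp4a12a* from 66.2 to 336 CPM (2.34, adjusted p = 0.00145), where *Cyp4a12a* has a close paralog. Of 10 splits, 1, the real one, gave an NES as large, which, as for the cholangiocyte list, cannot exclude other groupings of the mice.
A female mouse among the samples is argued against by the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, whose lowest count in any of the 6 samples was 138. *Xist* had 239 counts in SHMT2 HKO mouse 1 and between 15 and 36 in the other mice, which was not explained. Without its *Mup* member, the list had a median of 2.34, so reads shared between *Mup* paralogs do not account for it. Over the 19 *Mup* genes tested, all 19 were higher, with a median of 4.60. The median nearest 0 over 5 scalings was 1.24, against the shift of -0.72 that ERCC scaling gives the median gene, and the median was 2.17 after the GC and length correction. With 1 mouse left out the NES nearest 0 was 1.78. What raises these genes in SHMT2 HKO livers stays open. The paper reports more circulating ALT in SHMT2 HKO mice on this diet, so less liver injury is not put forward here, and hormones were not analysed here.
Genes of pericentral hepatocytes were higher in SHMT2 HKO livers. The 11 genes had a median log2 fold change of 1.71 and an NES of 1.93 (adjusted permutation p = 0.00303). All 11 were higher, 7 with an adjusted p-value under 0.05 in edgeR's test and 9 when adjusted over the list alone, and all 11 reached 1 CPM in SHMT2 fl/fl livers. The medians per mouse were -0.30, 0.29 and 0.08 in SHMT2 fl/fl mice and 2.05, 2.02 and 1.01 in SHMT2 HKO mice. *Glul* rose from 486 to 1956 CPM (log2 fold change 2.01, adjusted p = 0.00284 from edgeR's test) and *Cyp2e1* from 1855 to 6546 CPM (1.82, adjusted p = 0.0026). The median nearest 0 over 5 scalings was 0.85, and it was 1.84 after the GC and length correction. With 1 mouse left out the NES nearest 0 was 1.68. These values argue against scaling, GC content, gene length and a single library as the whole cause. Of 10 splits, 3 gave an NES as large. The splits other than the real one still hold part of the genotype difference, so this number cannot tell how well the list separates the genotypes. The 10 genes of periportal hepatocytes had a median of -0.11 and an NES of -0.80 (adjusted permutation p = 0.746), and 9 of 10 splits gave an NES as large. A change in the zonation of SHMT2 HKO livers may account for the pattern as a hypothesis.
Genes of proliferation were lower in SHMT2 HKO livers. The 10 genes had a median log2 fold change of -1.23 and an NES of -1.79 (adjusted permutation p = 0.0101). All 10 were lower, 8 with an adjusted p-value under 0.05 in edgeR's test and 10 when adjusted over the list alone, and 9 reached 1 CPM in SHMT2 fl/fl livers. The medians per mouse were -0.02, 0.00 and -0.10 in SHMT2 fl/fl mice and -1.92, -0.82 and -0.99 in SHMT2 HKO mice. The median nearest 0 over 5 scalings was -1.22 and it was -1.07 after the GC and length correction, so these do not account for the whole pattern. With 1 mouse left out the NES nearest 0 was -1.47, without SHMT2 HKO mouse 3, where the call was lost (adjusted permutation p = 0.0965) in a fit with fewer samples. For all 10 genes each SHMT2 HKO mouse lay below each SHMT2 fl/fl mouse, which argues against a single library as the whole cause. Without TMM the NES was -1.45 (adjusted permutation p = 0.0586), and over all alternatives the adjusted p ranged from 0.00116 to 0.0965. Of 10 splits, 5 gave an NES as large, which, as for the pericentral list, cannot tell how well the list separates the genotypes. Whether fewer dividing cells in SHMT2 HKO livers are involved stays open.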

How the results depend on the processing

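ERCC scaling and the GC and length correction were chosen after seeing the data, and the other alternatives were set as the processing summary states. For every result below that changed, the cause was not tested unless the construction of the alternative shows it.
Of the 3 counts of genes, the count at the cutoff of the paper's methods and the count with the fold change added stayed within 1.5 times their value under all 15 alternatives, from 4571 to 7435 and from 3873 to 5677. The count of genes with an adjusted p-value under 0.05 was 5414 with DESeq2, 4789 with limma-voom, 4650 without robust dispersions, 4263 of 29420 genes without the filter and 4003 of 13815 genes with at least 10 counts in every sample. With ERCC scaling it was 2866. Across the 6 fits that each left out 1 mouse it ranged from 2426 (without SHMT2 fl/fl mouse 3) to 5597 (without SHMT2 HKO mouse 3), and was 2699 and 2547 without SHMT2 fl/fl mice 1 and 2 and 3023 without SHMT2 HKO mouse 2, with fewer samples in each fit.
The scaling decided how many genes were called higher or lower. At an adjusted p-value under 0.05, 43.1% of called genes were higher in SHMT2 HKO livers with TMM, 32.5% (1461 higher, 3039 lower) with upper-quartile normalization, 9.87% (539 higher, 4923 lower) without TMM and 3.73% (107 higher, 2759 lower) with ERCC scaling. The median gene moved by -0.09, -0.42 and -0.72 in these. TMM and DESeq2 set the median gene near no change, while ERCC scaling rests on added RNA whose share varied from 1.35% to 2.75% among SHMT2 HKO mice. Which holds cannot be read from these counts, so directions of small changes hold relative to the median gene.
*Shmt2* kept its direction and its call under all 15 alternatives, from -2.82 with ERCC scaling to -1.92 without SHMT2 HKO mouse 3. The fatty acid biosynthesis and inflammatory response lists kept theirs under 14 alternatives and with camera and fry, with an NES from 1.90 (without SHMT2 HKO mouse 3) to 2.96 (without TMM) and from -2.18 (with at least 10 counts in every sample) to -1.64 (without TMM). The immune genes, the cholesterol, β-oxidation and metalloproteinase lists also kept their calls under all 14.
The matrix genes of the inflammatory response had an NES of -1.44 (adjusted p = 0.0703) with the floor on the SD. Across the 6 fits that each left out 1 mouse their NES ranged from -1.82 to -1.52, without a call when SHMT2 HKO mouse 1 or 2 was left out (adjusted p = 0.0569 and 0.0824). The nuclear oxidative phosphorylation list lost its call without TMM (NES 3.52, adjusted p = 0.0552), with ERCC scaling (NES 2.02, adjusted p = 0.129) and with fry (adjusted p = 0.072), and over all alternatives its adjusted p ranged from 0.000873 to 0.129.
Several directions reversed. With ERCC scaling the log2 fold change was -0.0153 for *Acaca*, -0.61 for *Mecr*, -0.20 for *Fn1*, -0.39 for *Vtn*, -0.0882 for *Ndufs1*, -0.21 for *Sdhb*, -0.21 for *Uqcrc2*, -0.23 for *Atp5a1*, -0.29 for *Gnmt* and -0.24 for *Srebf1*, against the shift of -0.72 of the median gene. Without TMM it was -0.26 for *Mecr*. These 2 alternatives move every gene by a common factor per sample, which accounts for these reversals by construction. Across the 6 fits that each left out 1 mouse, with fewer samples in each, the log2 fold change ranged from -0.82 to 0.0125 for *Zap70* and from -0.19 to 0.0986 for *Tnfrsf1a*. The NES of the one-carbon metabolism list was -0.73 with the floor on the SD and -0.53 with ERCC scaling, and that of the hepatocyte list -0.61 with ERCC scaling. The NES of the female-biased liver list was 0.70 when ranked by the signed root of F, 1.09 when ranked by log2 fold change, 1.35 without TMM and 0.63 with ERCC scaling. Across the 6 fits that each left out 1 mouse it ranged from -1.13 to 0.95. In the same fits the NES ranged from -0.95 to 0.43 for the neutrophil list and from -1.30 to 0.44 for the periportal list.
Of the 59 single genes, the other changes were 11 weaker and 1 stronger without the filter, which tests more genes; 2 weaker and 1 stronger of 53 with at least 10 counts; 3 stronger of 55 with DESeq2; 2 weaker and 2 stronger with limma-voom; 7 weaker and 2 stronger without TMM; 2 weaker and 1 stronger with upper-quartile normalization; 0 without robust dispersions; and 6 weaker and 1 stronger with ERCC scaling. With SHMT2 fl/fl mouse 1, 2 or 3 left out, 14, 14 and 16 were weaker, with fewer samples. With SHMT2 HKO mouse 1 left out 3 were weaker and 1 stronger, with SHMT2 HKO mouse 2 left out 10 were weaker, and with SHMT2 HKO mouse 3 left out 7 were stronger. Of the 34 lists, 7 were stronger with camera, 1 weaker and 4 stronger with fry, 6 weaker and 1 stronger with the floor on the SD, 1 weaker and 4 stronger when ranked by log2 fold change, and 5 stronger when ranked by the signed root of F. Without TMM and with ERCC scaling 3 were weaker and 3 stronger each, without the filter 1 was stronger, and with at least 10 counts 1 of 32 was weaker. With SHMT2 fl/fl mouse 1, 2 or 3 left out, 1 was weaker and 1 stronger, 2 were stronger, and 2 were weaker. With SHMT2 HKO mouse 1, 2 or 3 left out, 3 were weaker and 1 stronger, 4 were weaker, and 5 were weaker and 1 stronger. Genes and lists with too few counts left under a filter have no value there.
The samples of both genotypes are numbered from 1 to 3. The deviations of same-numbered samples from their group means had correlations of -0.0459, 0.0125 and -0.0766, so the samples share only a number. With the replicate block, the counts of genes were 6056, 3584 and 4583, the log2 fold change of *Shmt2* was -2.05 (adjusted p = 0.00235), 4 of 59 genes (*Scd1*, *Fn1*, *Uqcrc2* and *Atp5a1*) lost their call and 3 of 34 lists gained one. The block uses up degrees of freedom.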

Differences from the paper's values

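Of the settings in this part, ERCC scaling was chosen only after the results were seen. Of the values compared with the paper's, 5 enrichment scores differed by the rule given below. The WikiPathways sets of the paper were not used here, so the genes behind the paper's scores and behind those given here may not be the same. A gap is called closed where the difference from the paper's NES is no larger than the SD of the NES over the 6 fits that each left out 1 mouse, which is specific to each list. These fits share most of their mice, so this SD understates the error of an NES. The rule is therefore strict and is not a test of a difference. This SD was 0.136 for inflammatory response, 0.142 for cholesterol, 0.164 for β-oxidation, 0.297 for oxidative phosphorylation and 0.113 for metalloproteinases.
For the inflammatory response, the paper's NES was -1.49 and the value here was -2.16. None of the alternatives set before the data were examined closed the gap, and the nearest were -1.64 without TMM and -1.64 with the floor on the SD. For cholesterol biosynthesis, the paper's NES was 2.63 and the value here was 2.11. Of the alternatives set before the data were examined, ranking by the log2 fold change closed the gap (2.51), and the others did not. For fatty acid β-oxidation, the paper's NES was 2.16 and the value here was 2.44. The gap closed when genes were ranked by the log2 fold change (2.30) and without SHMT2 fl/fl mouse 1 (2.32), SHMT2 fl/fl mouse 3 (2.28) or SHMT2 HKO mouse 2 (2.29), and not under the other alternatives set before the data were examined. For oxidative phosphorylation, the paper's NES was 2.07 and the value here, for the nuclear genes, was 2.75. The gap closed with the floor on the SD (2.01) and without SHMT2 HKO mouse 1 (2.15) or 2 (2.16), and not under the other alternatives set before the data were examined. ERCC scaling, chosen after seeing the values, gave 2.02 and also closed it. For matrix metalloproteinases, the paper's NES was -1.41 and the value here was -2.08. None of the alternatives set before the data were examined closed the gap, and the nearest was -1.52 with the floor on the SD, which missed by little more than that SD.
In Fig. 6b, the ends of the ranking are labelled so that the fatty acid biosynthesis genes lie at the end named for SHMT2 fl/fl mice and the inflammatory response genes at the end named for SHMT2 HKO mice. In the counts, the median log2 fold change in SHMT2 HKO against SHMT2 fl/fl livers was 0.83 for the former and -1.21 for the latter, as in the colors of Fig. 6c.
The paper's legend of Fig. 6c calls the genes of both heat maps differentially expressed. Here, 40 of the 47 genes passed the cutoff of the paper's methods, 7 did not, and all 47 had the direction of the heat map. *Mecr* (log2 fold change 0.18, adjusted p = 0.366 from edgeR's test) passed only without SHMT2 HKO mouse 3, and *Acsl4* (-0.33, adjusted p = 0.238) without TMM and without SHMT2 HKO mouse 3. *Vtn* (0.47, adjusted p = 0.196) passed with DESeq2 and without SHMT2 HKO mouse 3. *Il4* (-1.21, adjusted p = 0.137) passed without TMM, with upper-quartile normalization, without the filter, and without SHMT2 fl/fl mouse 3 or SHMT2 HKO mouse 1. *Lamc1* (-0.46, adjusted p = 0.154) passed with limma-voom, without TMM, with upper-quartile normalization, without the filter, with the replicate block and without SHMT2 HKO mouse 3. *Zap70* (-0.32, adjusted p = 0.574) passed without TMM and without SHMT2 HKO mouse 1, and *Tnfrsf1a* (-0.0191, adjusted p = 0.948) only without TMM. ERCC scaling, chosen after seeing the values, called *Il4*, *Lamc1* and *Zap70*.
The paper describes the inflammatory genes of its qRT-PCR as lower with the deletion on this diet. In the counts, *Ccl2*, *Adgre1* and *Tnf* were lower without reaching an adjusted p-value of 0.05 in edgeR's test (0.51, 0.0588 and 0.167). *Adgre1* did pass the cutoff of the paper's methods in that test (p = 0.0185). The calls that follow are at an adjusted p-value under 0.05. *Adgre1* was called with DESeq2, with limma-voom, without TMM, with upper-quartile normalization, with at least 10 counts in every sample and without SHMT2 HKO mouse 3, *Tnf* without TMM and without SHMT2 HKO mouse 1, and *Ccl2* under none of the alternatives.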

Other observations

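Of the tests in this part, those of normalization for the Kupffer cell list, of the integrated stress response and of the splits for the lists of collagens, one-carbon metabolism, integrated stress response, SREBP, phosphatidylcholine and VLDL, all cell types other than cholangiocytes and Kupffer cells, erythroid cells, periportal hepatocytes, female-biased genes and the 3 lists of genes measured by qRT-PCR or western blot were chosen only after the results were seen. With 3 mice against 3, the share of splits as large is never under 0.1, so for no result can other groupings of the mice be excluded by it.
For each of the 3 counts of genes, 1 of 10 splits of the 6 samples, the real one, gave a count as large. The real split alone also gave the largest NES for the fatty acid biosynthesis list (1 of 10), the inflammatory response list (1 of 10), its matrix genes (1 of 10), its immune genes (1 of 10), the β-oxidation list (1 of 10) and the metalloproteinase list (1 of 10). For the cholesterol list 5 of 10 splits gave an NES as large and for the nuclear oxidative phosphorylation list 4 of 10. Each of the other splits still holds part of the genotype difference, so these numbers cannot tell how well either list separates the genotypes. The permutation of genes does not test differences between mice.
The higher fatty acid biosynthesis genes did not come from 1 mouse, since the NES nearest 0 with 1 mouse left out was 1.90, and not from GC content or gene length, since their median was 0.91 after that correction. Whether the scaling between genotypes contributes cannot be told apart from a change in these genes, since the median nearest 0 over 5 scalings was 0.0528 with ERCC scaling, against the shift of -0.72 of the median gene. For the lower inflammatory response genes, the NES nearest 0 with 1 mouse left out was -2.05 among fits without an SHMT2 fl/fl mouse, which argues against 1 strongly inflamed SHMT2 fl/fl liver, and the median was -1.15 after the GC and length correction. A higher share of hepatocyte RNA in SHMT2 HKO samples would by itself lower the genes of all other cell types, while the 9 Kupffer cell genes had a median of 1.55. Of these, 7 were higher and 2 lower, and the list as a whole was not called (adjusted permutation p = 0.177). Because macrophage genes moved in both directions, this list cannot stand for the share of all other cells. A change in the share of hepatocyte RNA as part of the pattern is therefore not excluded. With a SHMT2 HKO mouse left out, the NES of the inflammatory response list nearest 0 was -1.83.
Macrophage genes moved in both directions. The 9 Kupffer cell genes had quartiles of 0.64 and 2.83 and an NES of 1.35 (adjusted permutation p = 0.177), with 7 higher, 5 of them with an adjusted p-value under 0.05 in edgeR's test and 7 genes when adjusted over the list alone. *Cd163* rose from 0.445 to 15.3 CPM (log2 fold change 5.12, adjusted p = 0.00132 from edgeR's test), *Timd4* from 0.311 to 3.79 CPM (3.57, adjusted p = 0.00149) and *Clec4f* from 15.5 to 111 CPM (2.83, adjusted p = 0.00391), each in 3 of 3 SHMT2 HKO mice. *Csf1r* was lower (log2 fold change -0.69, adjusted p = 0.00931). The 8 genes of lipid-associated macrophages had a median of -1.63 and an NES of -1.33 (adjusted permutation p = 0.18), among them *Trem2* (-1.76, adjusted p = 0.0192 from edgeR's test, and 8.42e-05 to 0.131 over its alternatives, with 0.0578 and 0.0665 without SHMT2 fl/fl mouse 1 or 3 and 0.0622 without SHMT2 HKO mouse 2). Of the 9 Kupffer genes 7 reached 1 CPM in SHMT2 fl/fl livers and 1 is in another list, and of the 8 lipid-associated genes these numbers are 8 and 1. The Kupffer median nearest 0 over 5 scalings was 0.68, which leaves scaling open as a part of it, and it was 1.74 after the GC and length correction. Of 10 splits, 4 gave an NES as large for either list. More resident Kupffer cells and fewer recruited macrophages in SHMT2 HKO livers may underlie this as a hypothesis. The Kupffer list as a whole passed under 6 of 14 alternatives, which are ranking by the signed root of F or by the log2 fold change, the floor on the SD, no TMM, ERCC scaling and the replicate block, with adjusted p-values from 0.00178 to 0.669 over all 14, and it passed with camera (adjusted p = 0.018). The lipid-associated list passed under none of the 14 (0.0780 to 0.453), but with camera (adjusted p = 0.00444) and fry (adjusted p = 0.0179).
Other lists of cell types were tested in the same way. The 9 T cell genes had a median of -2.28 and an NES of -1.96 (adjusted permutation p = 0.00148, 1 of 10 splits), with 9 of 9 lower. The 12 genes of activated stellate cells had a median of -1.72 and an NES of -1.93 (adjusted permutation p = 0.00179, 3 of 10 splits), where 5 genes are in other lists and 3 in the heat map. The 31 collagens had a median of -1.59 and an NES of -2.20 (adjusted permutation p = 0.000956, 1 of 10 splits). The lists that did not pass were quiescent stellate cells (10 genes, median -0.04, NES -1.20, adjusted permutation p = 0.27, 7 of 10 splits), monocytes (7 genes, median -1.03, NES -1.41, adjusted permutation p = 0.136, 2 of 10 splits), B cells (8 genes, median -0.74, NES -1.37, adjusted permutation p = 0.165, 5 of 10 splits), neutrophils (4 genes, median 0.03, NES -0.68, adjusted permutation p = 0.841, 8 of 10 splits), sinusoidal endothelial cells (10 genes, NES 1.46, adjusted permutation p = 0.116, 4 of 10 splits), erythroid cells (6 genes, median 0.38, NES 1.26, adjusted permutation p = 0.243, 8 of 10 splits), hepatocytes (12 genes, median 0.68, NES 1.26, adjusted permutation p = 0.227, 6 of 10 splits) and female-biased liver genes (7 genes, median -0.08, NES -0.95, adjusted permutation p = 0.566, 9 of 10 splits). Some of these passed under other settings. Monocytes did when ranked by the signed root of F (adjusted p = 0.0437) and with the replicate block (0.0247), camera (0.00988) and fry (0.0122), and B cells when ranked by the log2 fold change (0.0497) and with fry (0.0186). Hepatocytes did when ranked by the log2 fold change (0.0152) and with camera (0.0483), and erythroid cells without TMM (0.00604) and with ERCC scaling (0.00323). The endothelial list did when ranked by the signed root of F (0.0205), with camera (0.0313), and without SHMT2 fl/fl mouse 1 (0.0446), SHMT2 fl/fl mouse 2 (0.0019) or SHMT2 HKO mouse 1 (0.00763). The periportal list passed with ERCC scaling (NES -1.69, 0.0144). Over the 14 alternatives other than camera and fry, the largest adjusted p-values were 0.456 for monocytes, 0.466 for B cells, 0.975 for hepatocytes, 0.359 for erythroid cells, 0.348 for endothelial cells and 0.994 for the periportal list. The activated stellate list did not pass with the floor on the SD (0.0539).
The lists of lipid and mitochondrial genes that the paper does not report gave the following values. The 16 genes of SREBP regulators and other SREBP targets had a median of 1.00 and an NES of 2.15 (adjusted permutation p = 0.000956, 1 of 10 splits), and *Srebf1* itself a log2 fold change of 0.57 (adjusted p = 0.0553 from edgeR's test, and 0.0103 to 0.677 over its alternatives). The 13 genes of phosphatidylcholine synthesis and VLDL assembly had a median of 0.45 and an NES of 2.01 (adjusted permutation p = 0.0022, 1 of 10 splits), without a call with the floor on the SD (0.2), with ERCC scaling (0.444, the largest over its alternatives) and without SHMT2 HKO mouse 3 (0.0682). The 13 mitochondrially encoded genes of oxidative phosphorylation had a median of 1.11 and an NES of 2.28 (adjusted permutation p = 0.000956, 1 of 10 splits), with 13 of 13 higher. The median was 0.72 after the GC and length correction and 0.28 with ERCC scaling, against the shift of -0.72 of the median gene. Of the 13 genes, *mt-Atp6*, *mt-Atp8*, *mt-Co2*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l* were counted at 0.617 to 7.48 CPM in SHMT2 fl/fl livers, against 704 to 11364 CPM for the other 7. Near-identical nuclear copies can take reads of such genes, so the values of these 6 are uncertain. The other 7 had log2 fold changes from 0.76 to 1.11.
Genes measured in the paper by other means were also read in the counts. The paper's respiratory chain blots were of chow-fed livers, while the counts are from AMLN-fed livers. For these genes, RNA and protein therefore differ in diet, and the counts do not test the protein result. The 5 lipogenesis genes of the qRT-PCR had a median of 1.58 and an NES of 1.65 (adjusted permutation p = 0.0213, 4 of 10 splits), without a call with the floor on the SD (0.109) and without SHMT2 HKO mouse 2 (0.0824) or 3 (0.178), the largest over its alternatives. The 7 inflammation and fibrosis genes had a median of -0.75 and an NES of -1.53 (adjusted permutation p = 0.0657, and 0.0229 to 0.288 over the alternatives, 3 of 10 splits). They passed when ranked by the signed root of F (0.0478), without the filter (0.0229), without SHMT2 fl/fl mouse 2 (0.0382), with camera (0.00421) and with fry (0.0179). The 5 genes of the respiratory chain proteins in the western blots had a median of 0.62 and an NES of 1.58 (adjusted permutation p = 0.0433, and 0.00462 to 0.260 over the alternatives, 2 of 10 splits), without a call with the floor on the SD and without any single mouse other than SHMT2 fl/fl mouse 2 (up to 0.201). The log2 fold changes were 0.62 for *Ndufs1*, 0.64 for *Sdhb*, 0.55 for *Uqcrc2*, 1.16 for *mt-Co2* and 0.52 for *Atp5a1*, and 4 of these passed in edgeR's test, with adjusted p-values of 0.00853, 0.0209, 0.034 and 0.0493, while *Sdhb* had 0.0518. Of 15 alternatives, the calls were kept under 13 for *Ndufs1*, 8 for *Uqcrc2*, 9 for *mt-Co2* and 4 for *Atp5a1*. *Ndufs1* lost it without TMM (0.304) and with ERCC scaling (0.893). With 1 mouse left out, *Uqcrc2* kept its call only without SHMT2 HKO mouse 1 or 3 (otherwise up to 0.0857), *mt-Co2* only without SHMT2 fl/fl mouse 2 or SHMT2 HKO mouse 3 (otherwise up to 0.119) and *Atp5a1* only without SHMT2 HKO mouse 3 (otherwise up to 0.165), and *Sdhb* gained one without SHMT2 HKO mouse 3 (0.00309). *Sdhb* was also called with DESeq2 (0.0133) and without the filter (0.0298). *mt-Co2*, at 1.96 and 4.38 CPM, is among the uncertain genes named above.
The 36 genes of one-carbon metabolism had a median of 0.38 and an NES of 1.17 (adjusted permutation p = 0.243, 5 of 10 splits). The list passed when ranked by the signed root of F (adjusted p = 0.00332) or by the log2 fold change (0.0152), without TMM (0.0342), with the replicate block (0.00813), with camera (0.0157) and without SHMT2 HKO mouse 3 (NES 1.83, 0.0117), and its direction reversed with the floor on the SD and with ERCC scaling, so its call depends on the setting, with adjusted p-values up to 0.975. *Shmt1*, which encodes the cytosolic counterpart of SHMT2, rose from 85.1 to 198 CPM (log2 fold change 1.22, adjusted p = 0.00585 from edgeR's test), and was 0.39 (adjusted p = 0.546) with ERCC scaling. *Mthfd2* and *Phgdh* were lower (-1.19 and -1.55, adjusted p = 0.0189 and 0.00405 from edgeR's test), where *Mthfd2* lost its call without SHMT2 fl/fl mouse 1 or 3 or SHMT2 HKO mouse 2 (0.0724, 0.0657 and 0.0675). *Gnmt* did not pass (0.69, adjusted p = 0.23), but did without SHMT2 HKO mouse 3 (1.05, adjusted p = 0.00319).
Loss of mitochondrial one-carbon metabolism could raise the genes of the integrated stress response. The 17 genes of that list had a negative NES of -1.58 (adjusted permutation p = 0.0433, 4 of 10 splits) and a median of -0.63, so the counts argue against that hypothesis. The list kept its call under 5 of 14 alternatives, with adjusted p-values from 0.0229 to 0.348, and was lower or without a call in each.
*Shmt2* kept 24.2 CPM in SHMT2 HKO livers against 99.2 CPM in SHMT2 fl/fl livers. The counts do not tell transcripts of cells without Cre from those of exons outside the deleted part.
The columns of the paper's heat map were compared with the counts over 47 genes. Column fl/fl1 was closest to SHMT2 fl/fl mouse 3, fl/fl2 to mouse 2 and fl/fl3 to mouse 1, and HKO1 was closest to SHMT2 HKO mouse 3, HKO2 to mouse 2 and HKO3 to mouse 1, with correlations from 0.982 to 0.999. The numbers of the heat map therefore run in the other order within each genotype, which changes no comparison between genotypes.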
